# *MicroRNA-146a* Protects against Hepatocellular Carcinoma through Suppression of CCL5

**DOI:** 10.1158/2767-9764.CRC-25-0474

**Published:** 2026-02-20

**Authors:** Morgan C. Nelson, Liam C. O’Malley, Soh-Hyun Lee, Kaylyn M. Bauer, Arevik Ghazaryan, William W. Tang, Chad VanSant-Webb, Van B. Tran, Colton Hernandez, Ben Battistone, Amber Thibeaux, June L. Round, Micah J. Drummond, H. Atakan Ekiz, Kimberley J. Evason, Warren P. Voth, Ryan M. O’Connell

## Abstract

The miRNA *microRNA-146a* (*miR-146a*) regulates several aspects of chronic inflammation, including the hepatocellular carcinoma (HCC) risk factor, steatohepatitis. In this study, we find that the loss of *miR-146a* leads to a significantly increased tumor burden over a 9-month time frame in a mouse model of HCC. Notably, this *miR-146a*^*−/−*^ phenotype is most pronounced in females, who are typically not sensitive to this model. Mechanistically, we identified increases in dysfunctional CD8^+^ T cells that express high levels of CCL5 and resemble age-associated T (Taa) cells, as well as elevated levels of myeloid cells with a myeloid-derived suppressor cell (MDSC) phenotype, a class of myeloid cells that suppresses tumor immunity. Deletion of *Ccl5* from *miR-146a*–deficient mice returned tumor growth and the aberrant myeloid cell populations to wild-type levels. Surprisingly, deletion of *Ccl5* did not rescue the gross metabolic phenotype observed in *miR-146a*^*−/−*^ mice subjected to HCC induction, indicating that miR-146a plays an independent role in regulating HCC and metabolic disease. Taken together, this work reveals a critical host-protective role for *miR-146a* in HCC that is mechanistically dependent on CCL5 and wherein tumor burden correlates with two suppressive immune populations, providing an impetus for targeting these pathways to combat HCC. Furthermore, the correlations with tumor burden and Taa cells suggest that aging may increase HCC risk through the accumulation of CCL5-expressing Taa cells.

**Significance:**

The findings in this study highlight the potential of a miRNA-based therapy in the treatment of, and as a biomarker for, liver cancer, something especially promising given the liver’s avid uptake of RNA. Additionally, this work reveals possible causal roles in liver cancer for two unique immune cell types that are prevented by miR-146a.

## Introduction

Liver cancers account for more than 700,000 deaths worldwide each year (1), and hepatocellular carcinoma (HCC) is the most common form of primary liver cancer (2, 3). Several liver conditions are thought to contribute to HCC risk, such as metabolic dysfunction-associated steatotic liver disease (MASLD), which is estimated to affect more than 30% of adults (4). MASLD is the initial stage of an inflammatory process that may progress to metabolic dysfunction-associated steatohepatitis (MASH) and ultimately lead to cirrhosis (5). About 80% of HCC cases present with cirrhosis (6), but the etiology of this disease progression is still unclear. Growing evidence suggests that inflammation plays a crucial role in the development of MASH, cirrhosis, and, ultimately, HCC (7). Additionally, adverse immune responses play a crucial role in inflammation-driven hepatic tissue damage, which is a significant risk factor for HCC.

miRNAs are small noncoding RNA molecules that specifically inhibit translation or lead to the degradation of their target mRNAs (8). Previous work has shown that *microRNA-146a* (*miR-146a*), in particular, protects mice from diet-induced obesity and chronic steatohepatitis (9). This anti-inflammatory miRNA is activated by the NF-κB signaling pathway and functions to repress several known targets, thereby resolving inflammation (10). Additionally, dysregulated *miR-146a* expression is associated with many inflammation-driven diseases (11–13). The clinical presentation of HCC has been correlated with both functional polymorphisms and a decrease in *miR-146a* in cancerous liver tissue in our work (Supplementary Fig. S1) and others (14–16). Furthermore, NF-κB–driven inflammation has been shown to directly promote HCC (17).

Because the liver is constantly exposed to potentially pathogenic immune activators, it exhibits a tolerogenic immune environment during homeostasis (18). This status includes incomplete T-cell activation, tolerogenic myeloid cell populations, immunosuppressive cytokine secretion, and immune checkpoint expression (19). During progression to HCC, certain protumor immune populations expand further, including regulatory CD4^+^ T cells, exhausted CD8^+^ T cells, myeloid-derived suppressor cells (MDSC), as well as tumor-associated and M2-like macrophages (20).

CCL5 is a chemokine that can promote tumor growth by recruiting immune cells to sites of injury and inducing immunosuppressive phenotypes upon recruitment. *Ccl5* expression is initiated as part of the NF-κB and JAK/Stat signaling pathways (21), and *miR-146a* has been shown to directly target *Ccl5* in human macrophages (22, 23). Heightened CCL5 has been identified in many cancers and can be secreted by both tumor and nontumor cells, including CD8^+^ T cells (24).

Here, we provide evidence that *miR-146a* constrains HCC tumor growth in mice by regulating CCL5 expression. HCC was induced in these mice by injection of the chemical carcinogen N-diethylnitrosamine (DEN, N-nitrosodiethylamine) at 14 days of age. A week later, the mice were weaned and placed on a choline-deficient high-fat diet (CDHFD) to induce fibrosis and hasten the onset of disease. In the absence of *miR-146a*, an elevated, dysfunctional CD8^+^ T-cell population resembling age-associated CD8^+^ (Taa) cells, which express high levels of CCL5, was present. Furthermore, increased recruitment of myeloid cells with an MDSC phenotype was observed in *miR-146a*^*−/−*^ DEN-CDHFD–treated mice. Deletion of *Ccl5* in the context of a *miR-146a* deficiency reverses tumor growth and immunosuppressive cell phenotypes, confirming that CCL5 is essential for elevated tumor burden and further suggesting that these immune populations of interest may play a role but do not affect the gross metabolic phenotype observed in this model.

## Materials and Methods

### Sex as a biological variable

Initial mouse experiments were conducted in male and female mice. Given the differing results, certain experiments were only conducted in females, in which larger differences in phenotype were observed. The sex of each animal in each experiment is noted in the figure legends, and where appropriate, additional data for both male and female mice are provided in the supplemental figures.

### Animal maintenance and treatment

All wild-type (WT; RRID: IMSR_JAX:000664), *miR-146a*^*−/−*^ (RRID: IMSR_JAX:016239), and *Ccl5*^*−/−*^ (RRID: IMSR_JAX:005090) mice were on a C57BL/6 background in a specific pathogen-free mouse facility at the University of Utah, USA, in accordance with approved Institutional Animal Care and Use Committee (IACUC) protocols. Experimental HCC mice were given i.p. injections at 14 days old of 25 mg/kg DEN (Sigma-Aldrich, #N0756-10ML). HCC mice were weaned at 21 days and placed on a 60% CDHFD (Research Diets, # D05010403i). HCC mice were monitored for the duration of the study; mice were weighed at specified times, and cheek bleeds were taken to collect blood at indicated times. HCC mice were sacrificed at 32 to 36 weeks for endpoint analysis.

Aging, cancer-free mice (*miR-146a*^*−/−*^ and WT) were maintained on a standard diet and sacrificed at 43 to 60 weeks for analysis.

### Alanine aminotransferase and alpha-fetoprotein assays

Blood was collected by cheek bleed at approximately 8, 19, 26, and 34 weeks of age. To collect serum, the blood was incubated at room temperature for 2 hours and then spun at 2,000 × *g* for 20 minutes. For alpha-fetoprotein (AFP) ELISAs (R&D Systems, #MAFP00), serum was diluted 20- to 100-fold in the diluent provided in the kit, and the assay directions were followed. ELISA plates were read at 450 nm + 570 nm on a plate reader. For alanine aminotransferase (ALT) assays (Sigma-Aldrich, #MAK052-1KT), 5 to 10 μL of serum was used, and the assay directions were followed.

### HCC assessment

Mice were sacrificed in a CO_2_ chamber, and cervical dislocation was used as a second method of euthanasia. Serum was collected directly following sacrifice, and spleens and livers were taken for further analysis. Livers were perfused with 30 mL of ice-cold PBS before removal from the mice. Subsequently, they were weighed and photographed, and the visible tumor burden was then counted on each liver. Right lobes were taken for histologic analysis and fixed in 4% formalin overnight and then embedded in paraffin and stained with Masson’s trichrome or hematoxylin and eosin (H&E). Sections of healthy liver or tumor were flash-frozen for RNA and protein analysis. For RNA, tissue was processed in QIAzol (QIAGEN, cat. #79306), and total RNA was collected using the miRNeasy mini kit (QIAGEN, cat. #217004) for qRT-PCR analysis. qPCR primer sequences and/or catalog numbers are listed in Supplementary Table S1. The remaining livers were processed for analysis by flow cytometry.

### Hepatocyte Isolation

Hepatocytes were isolated from mouse livers perfused with 30 mL of ice-cold PBS. The liver was then rinsed in PBS and cut up with a razor. This PBS-liver mix was filtered through a 70 μm filter into 20 mL of Percoll–Hank’s Balanced Salt Solution [HBSS; 2 mL of 1× HBSS and 18 mL of 1× Percoll (Cytiva, cat. #17089109)] in a 50 mL conical tube. The tube was inverted 20 times to mix and then centrifuged at 300 *g* for 10 minutes at 4°C. The supernatant was aspirated off, and 30 mL of ice-cold PBS was added to the pellet. This was followed by a second centrifugation at 300 *g* for 10 minutes at 4°C. The supernatant was again aspirated, and the pellet was resuspended in 25 mL PBS with 10% FBS and 1% penicillin-streptomycin, followed by a final spin of 300 *g* for 10 minutes at 4°C. The supernatant was again aspirated, and the pellet was resuspended in 700 μL QIAzol and frozen for future RNA extraction and qPCR analysis.

### Histologic analysis

The right lobe of each liver was fixed within a histology cassette overnight at room temperature in 10% buffered formalin phosphate solution and then transferred to 70% EtOH at 4°C until staining. Lobes were longitudinally sectioned; then H&E staining and trichrome staining were completed. All histologic processing/staining was performed at the Huntsman Cancer Institute Biorepository and Molecular Pathology Resource core in the ARUP-operated Research Histology division. Hepatic scoring and microscopic tumor counting were conducted by a blinded pathologist, as described in the figure legends.

### Flow cytometry and FACS isolation

Hepatic leukocytes were isolated from sections of perfused livers using the following procedure. Minced tissue was digested for 25 minutes in RPMI with 0.5 mg/mL collagenase, gently crushed through 100 μmol/L nylon mesh cell strainers, pelleted by centrifugation at 300 × *g* for 5 minutes, washed in HBSS and then PBS, and centrifuged at 1,000 × *g* for 30 minutes from a 30% Percoll (Cytiva, cat. #17089109) solution underlaid with a 70% Percoll solution. The layer of cells at the interface (leukocytes) was recovered and washed in PBS. Samples were first Fc receptor blocked with CD16/32 antibodies (BioLegend, cat. #101330, RRID:AB_2561482) for 20 minutes at 4°C. Cells were pelleted after this and every step by centrifugation at 400 × *g* for 5 minutes. Splenocytes were prepared identically, except there was no tissue digestion.

Cells were stained with the BioLegend Zombie UV Fixable Viability Kit (BioLegend, #423107) for 20 minutes at room temperature. Cells were then stained with surface marker antibodies for 30 minutes in the dark at 4°C. The antibodies used varied between experiments. The antibodies used, along with their corresponding RRIDs, are listed in Supplementary Table S2. After staining, cells were washed 2 times for 5 minutes each at room temperature with column buffer (1× HBSS without Ca or Mg, containing 10 mmol/L HEPES, 5 mmol/L EDTA, and FBS). Cells were fixed overnight with 1% paraformaldehyde if no intracellular staining was needed and then washed in column buffer 2× before running on the flow cytometer. If intracellular staining was necessary, the FoxP3/Transcription Factor Staining Buffer kit (Tonbo Biosciences) and protocol were followed. For experiments in which CCL5 was stained (Supplementary Fig. S7), cells were incubated at 37°C with BD GolgiPlug Protein Transport Inhibitor (cat. #51-2301KZ; 1 μL GolgiPlug/1 mL of media) for 2 hours prior to staining with the Zombie dye. Cells were then stained with the Zombie dye and followed through the procedure described above. All samples were then resuspended in 300 μL of column buffer and run on a BD LSRFortessa (RRID: SCR_018655; Figs. 4, 5D, E, and 6E–G; Supplementary Fig. S5) or Cytek Aurora (RRID: SCR_019826; Fig. 5I and J; Supplementary Fig. S7) after compensating with UltraComp eBeads (Thermo Fisher Scientific, cat. #01-2222-42) and using single-stain controls. Samples for FACS purification of T-cell subtypes for RT-qPCR were prepared as above using CD45-PacBlue (BioLegend, cat. #103126, RRID:AB_493535), CD3-PE (BioLegend, cat. #100308, RRID:AB_312673), CD4-PerCP (BioLegend, cat. #100538, RRID:AB_893325), and CD8-APC (BioLegend, cat. #100712, RRID:AB_312751) antibodies, or CD45-FITC (BioLegend cat. #103108, RRID:AB_312973)for single-cell RNA sequencing (scRNA-seq) of all immune cells. FlowJo was used to analyze flow cytometry data.

### RT-qPCR analysis

Approximately 0.1 g of nontumor liver was collected from mice. RNA was extracted from these tissues using miRNeasy kits (QIAGEN, cat. #217004). When conventional mRNA targets were measured, cDNA was synthesized using the qScript cDNA Synthesis Kit (Quantabio, cat. #95048-025) and PowerUp SYBR Green Master Mix (Thermo Fisher Scientific, cat. #A25742). The LC480 (Roche LightCycler 480 Real-Time PCR System, RRID:SCR_018626) was used for qPCR to measure the expression of various genes. When miRNA targets were measured, the QIAGEN miRCURY LNA RT kit (cat. #339340) was used to make cDNA, and for qPCR, the QIAGEN miRCURY LNA SYBR Green PCR Kit (cat. #339347) and the Applied Biosystems QuantStudio 6 Flex instrument (RRID:SCR_020239) were used. Primer set sequences or catalog numbers and vendor details are listed in Supplementary Table S1.

### ELISAs

IL6 ELISAs were performed according to the manufacturer’s protocol (Thermo Fisher Scientific, cat. #88-7064-22).

### scRNA-seq

Sample preparation and analysis were conducted as described by Tang and colleagues (25). Mouse liver was processed into a single-cell suspension and then stained with DAPI and FITC-conjugated anti-CD45 antibody. Following staining, cells were washed twice with 1× DPBS containing 0.4% BSA (Miltenyi Biotec) and then FACS-sorted on the BD FACSAria Cell Sorter (RRID:SCR_016695). Sorted cells were washed in 1× DPBS with 0.4% BSA and processed for scRNA-seq by the High Throughput Genomics (HTG) Core. The scRNA-seq was performed on the 10x platform according to the manufacturer’s instructions and sequenced on the NovaSeq 6000 (RRID:SCR_016387). Gene reads were processed with the 10x Genomics Cell Reports 44, 115301, February 25, 2025, 23 Article II OPEN ACCESS Ranger pipeline [tenx (RRID:SCR_016957)]. Before analysis, mitochondrial gene representation and the variance of unique molecular identifier counts were regressed out. The FastQ files were aligned with the refdata-gex-mm10-2020-A mouse reference dataset from 10× Genomics using CellRanger Count version 5.0.0, and feature-barcode matrices were created. Following this step, analyses were conducted using the Seurat R package (version 4.2.0, RRID:SCR_016341). 

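The deposited matrices hold 10985 cells from untreated 2-month-old WT mice, 9120 from DEN-CDHFD–treated WT mice, 8393 from DEN-CDHFD–treated miR-146a−/− mice and 10623 from DEN-CDHFD–treated miR-146a−/− Ccl5−/− (DKO) mice. Each group is 1 library, and no cell had been removed from the matrices for its number of features or its mitochondrial share. In this order of the groups, 344, 154, 160 and 425 cells had fewer than 600 features (genes with at least 1 transcript in the cell). More than 6000 features were found in 143, 427, 208 and 136 cells, and a mitochondrial share above 5% in 271, 239, 247 and 316 cells, and a cell could fail more than 1 of these limits. Leaving such cells out kept 10283 cells of the 2-month-old WT library (93.6%, exact 95% binomial interval 93.1% to 94.1%), 8329 of the DEN-CDHFD–treated WT library (91.3%, 90.7% to 91.9%), 7824 of the miR-146a−/− library (93.2%, 92.7% to 93.7%) and 9850 of the DKO library (92.7%, 92.2% to 93.2%).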

Reprocessing of data to remove low-quality cells was performed based on the following criteria: Cells with fewer than 600 features (considered low-quality), more than 6000 features (potentially indicating duplicates), or a mitochondrial gene fraction greater than 5% (indicative of stressed or dying cells) were excluded from further analysis. These values were determined by examining the general distribution in the data, and they are consistent with prior work done by us and others (25). After removing these cells from the dataset, Seurat’s sctransform method normalized and integrated the datasets. Next, dimensionality reduction was performed through principal component analysis and Uniform Manifold Approximation and Projection for Dimension Reduction (UMAP) with 11 principal components. Single cells were clustered based on nearest-neighbor graph construction using the FindNeighbors and FindClusters Seurat functions, and 16 clusters were identified at the resolution level of 0.2. 

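The 36286 kept cells of the 4 libraries also fell into 16 clusters here at that resolution. With the other settings unchanged, there were 11 clusters at resolution 0.1, 21 at 0.4 and 27 at 0.8. Clusters were named from lists of marker genes fixed for the purpose, with "-like" after the name, and by their leading genes where no list held. The largest was a CD8 PD-1 effector-like cluster of 6009 cells. The other lymphoid clusters were B-cell-like (3621 cells), ILC1-like (3220 cells), NK-cell-like (3147 cells), naive T-cell-like (2461 cells) and regulatory T-cell-like (1376 cells). The myeloid and dendritic clusters were classical-monocyte-like (2834 cells), patrolling-monocyte-like (1636 cells), pDC-like (561 cells), cDC1-like (524 cells) and neutrophil-like (203 cells), and 1281 cells formed a proliferating cluster. The clusters left without a name were led by Il4 and Cd40lg (2923 cells), by Negr1 and Fcgr4 (2421 cells) and by cDC2 and mature dendritic cell markers (1260 cells), and the last of them held 2809 cells with a low UMI (unique molecular identifier) count. The cells of this low-UMI cluster had a median of 1929 UMIs. Of the cells led by Il4 and Cd40lg, 67.6% came from the 2-month-old WT library, and of those led by Negr1 and Fcgr4, 54.4% came from the DKO library.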

Marker genes specific to each cluster were identified using Seurat’s FindAllMarkers function. To name single-cell clusters, genome-wide expression profiles were checked against the ImmGen reference samples using Spearman’s correlation method of the CIPR R package (RRID:SCR_027697), as defined previously (26). Cluster naming was also assessed by examining the expression profiles of known marker genes. Differences at the cluster level were visualized by determining the proportions of each cluster in each individual sample. Differential expression analyses between sample groups were performed at the cluster level using the FindMarkers() function of Seurat with default parameters and no log fold change threshold.

### miRNA expression analysis in the patient’s liver

To determine significantly dysregulated miRNAs in patients with MASH and MASH-derived HCC, we used the NanoString nCounter Human v3 miRNA Expression Assay kit (CSO-MIR3-12). In total, samples from four patients with MASH and no clinical evidence of HCC, and eight patients with HCC, were obtained from the University of Utah Pathology Archives. As controls, samples from four patients without underlying chronic liver disease, who had partial resections for benign liver tumors or metastases, were used. Patients were excluded if they had a history of prior infection with hepatitis B or C viruses or a documented clinical history of alcohol use. The University of Utah HTG Shared Resource extracted RNA from formalin-fixed, paraffin-embedded samples and processed it using the nCounter Human v3 miRNA Sample Prep and Expression Assay Kit. miRNA counts were analyzed using nSolver, and their expression levels were then validated via qPCR (Supplementary Fig. S1). This study was reviewed and approved by the University of Utah Institutional Review Board (IRB) and determined to be exempt from human subjects’ research (IRB_00091019). Therefore, informed consent is not applicable to this research on patient samples.

### Quantification and statistical analysis

GraphPad Prism software (RRID:SCR_002798) was used for graphing and statistical analysis of experimental data. Two-tailed Student *t* tests were used to calculate *P* values unless otherwise noted in figure legends. Quantitative data are displayed as mean ± SEM. *P* values are shown as indicated: *, ≤0.05; **, ≤0.01; ***, ≤0.001; ns, *P* > 0.05.

### Study approval

Mouse experiments were approved by the University of Utah’s IACUC. Patient studies were approved by the University of Utah’s IRB.

## Results

### *miR-146a* protects mice from DEN-induced HCC

We previously reported that *miR-146a*^*−/−*^ mice exhibit hepatosteatosis, a known predisposing factor for HCC, when placed on a high-fat diet (9). Additionally, we found that *miR-146a* levels were lower in cancerous liver tissue of patients compared with adjacent noncancerous liver tissue and that they were also lower in the livers of patients with MASH-cirrhosis (no HCC) compared with healthy patients (Supplementary Fig. S1). We thus tested HCC development in *miR-146a*^*−/−*^ mice compared with WT controls. Mice were treated with DEN-CDHFD or with a PBS vehicle control and CDHFD. Over 35 weeks, *miR-146a*^*−/−*^ mice gained significantly more weight than WT controls, regardless of DEN or PBS administration (Fig. 1A and F; Supplementary Fig. S2A and S2F). During this time course, serum levels of AFP, in which expression coincides with liver cancer, increased in female *miR-146a*^*−/−*^ mice compared with WT. Serum ALT activity, which marks hepatocellular injury, also increased in *miR-146a*^*−/−*^ females (Fig. 1B; Supplementary Fig. S2B). Male *miR-146a*^*−/−*^ mice exhibited no overall differences versus WT in AFP levels or ALT activity in DEN-injected mice (Fig. 1G; Supplementary Fig. S2G).

**Figure 1.**
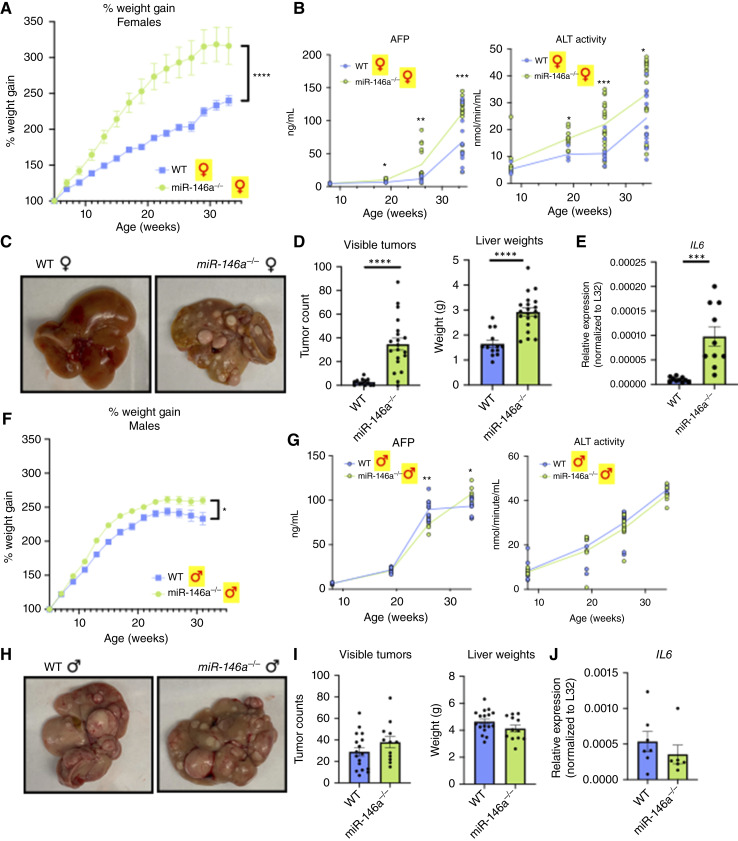
*miR-146a* protects females from DEN-induced HCC but is not fully sufficient to protect males. **A,** Loss of *miR-146a* reduces cumulative weight gain over 35 weeks on CDHFD in DEN-treated females. **B,** Increased AFP and ALT markers of liver injury and HCC during the 35-week course on CDHFD in DEN-treated *miR-146a*^*−/−*^ females. **C,** Increased incidence of visible liver tumors and liver mass in *miR-146a*^*−/−*^ females after 35 weeks on CDHFD with DEN treatment, quantified in **D**. **E,** Increased IL6 expression by qRT-PCR in livers from female mice in the absence of *miR-146a*. **F,** Percentage of weight gain over 35 weeks on CDHFD in DEN-treated WT or *miR-146a*^*−/−*^ males. **G,** AFP and ALT markers of liver injury and HCC during the 35-week course on CDHFD in DEN-treated WT or *miR-146a*^*−/−*^ males. **H,** Incidence of visible liver tumors and liver mass in WT or *miR-146a*^*−/−*^ males after 35 weeks on CDHFD with DEN treatment, quantified in **I**. **J,** Liver IL6 expression in WT or *miR-146a*^*−/−*^ males. Data represent three experiments; percentage of weight gain line graphs display mean ± SEM (**A** and **F**) for 22 *miR-146a*^*−/−*^ mice and 13 WT mice or 12 *miR-146a*^*−/−*^ and 19 WT mice, respectively. AFP and ALT line graphs display points representing each mouse, with means connected by lines (**B** and **G**). Bar charts display points representing each mouse and error bars that are mean ± SEM. In all charts, *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

Upon harvest, tumor burden was significantly higher in *miR-146a*^*−/−*^ female mice than in WT female mice, and *miR-146a*^*−/−*^ females had larger livers (Fig. 1C and D). No such differences were observed between *miR-146a*^*−/−*^ and WT males, as all males were heavily tumor-laden at this time point (Fig. 1H and I). However, during subsequent experiments, we found that male *miR-146a*^*−/−*^ mice had a significantly increased tumor burden at 7 months of age, an earlier time point, suggesting that *miR-146a*’s protective effect is still at play in males (Supplementary Fig. S3). No significant tumor differences were observed in male or female vehicle-treated mice, with few, if any, tumors developing (Supplementary Fig. S2C, S2D, S2H, and S2I).

Previous work has shown that males have greater DEN-induced serum IL6 production than females, which corresponds with the higher frequency of HCC in males. Moreover, this sex difference in HCC can be reversed with IL6 ablation (27). Thus, the sex-specific differences seen in our study may be due, at least in part, to differential IL6 production. IL6 is regulated by *miR-146a* through NF-κB signaling, so we expected IL6 derepression in *miR-146a*^*−/−*^ mice compared with WT. Although males had overall higher *IL6* levels than females, the differences between genotypes were insignificant in males (Fig. 1J). In contrast, female *IL6* levels were significantly higher in *miR-146a*^*−/−*^ mice than in WT (Fig. 1E). This correlates with the observed differences in tumor burden, in which males have an overall greater burden than females, but only females showed significant genotype-specific differences. The remainder of this work thus primarily focuses on HCC in females, with the novel observations from our system contributing new insights into female-specific differences in HCC.

### Inflammation and tumor burden are exacerbated in *miR-146a*^*−/−*^ mice

Histologic examination of livers from WT and *miR-146a*^*−/−*^ mice at the experimental endpoint revealed many lesion features, including foci of cytologic alteration (Fig. 2A and B), hepatocellular adenoma (Fig. 2C and D), and HCC (Fig. 2E and F). When scored histologically, DEN-CDHFD–treated *miR-146a*^*−/−*^ mice had more microscopic tumors per mouse than WTs (Fig. 2G), and the tumors were larger and in a more advanced stage (Fig. 2H). Males showed no difference in tumor count, size, or severity at this same 35-week time point (Supplementary Fig. S4A and S4B). Mice that received vehicle injections exhibited no tumors (Supplementary Fig. S4G and S4H).

**Figure 2.**
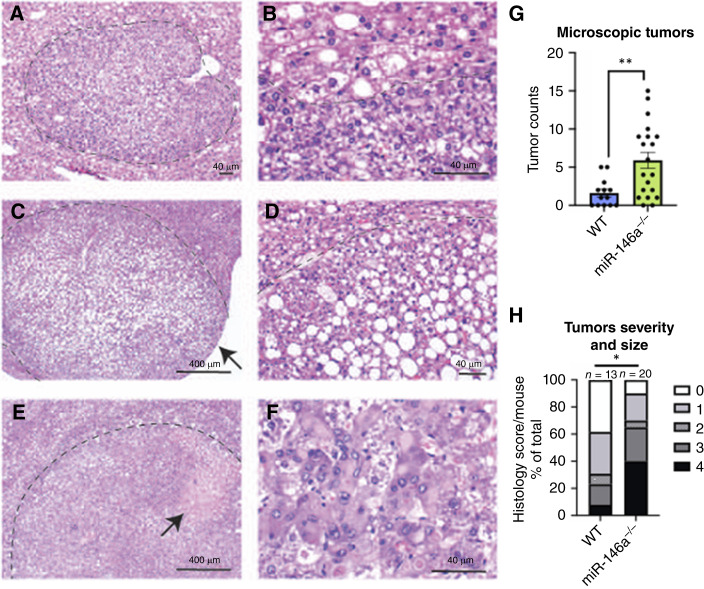
Examples of lesions in DEN-treated WT and *miR-146a*^*−/−*^ female mouse livers. **A** and **B,** Focus of cytologic alteration (FCA). At 10× (**A**), the lesion appears as a small (less than 2 mm) zone of more darkly staining hepatocytes. At 40×, nonlesional hepatocytes at the periphery of the lesion (top) appear larger than cells within the FCA (bottom). **C** and **D,** Hepatocellular adenoma (HCA). At 4× (**C**), the tumor can be seen to distort the liver capsule (arrow), and no normal portal tracts are seen within the lesion. At 20× (**D**), nonlesional hepatocytes at the periphery of the lesion (top left) are compressed. **E** and **F,** HCC. At 4× (**E**), the tumor shows a zone of necrosis (arrow). The lesion lacks normal portal tracts, and the surrounding nonlesional hepatocytes are compressed. Nuclear enlargement, nuclear contour irregularities, increased nuclear-to-cytoplasmic ratios, and architectural disarray are seen at 40× (**F**). H&E stains. Scale bars are 40 μm (**A**, **B**, **D**, and **F**) or 400 μm (**C** and **E**). **G,** Microscopic tumors were counted from one right lobe of each liver. **H,** Tumor severity and size. 0 = no tumor; 1 = FCA ≤1 mm; 2 = FCA >1 mm; 3 = HCC or HCA ≤2 mm; 4 = HCC or HCA >2 mm (*Fisher’s exact test separated between HCA/HCC and non-HCA/HCC). Data represent three experiments. The bar chart (**G**) displays points representing individual mice and error bars representing mean ± SEM. *, *P* < 0.05; **, *P* < 0.01.

Histology also revealed nontumor hepatic features of MASH compared with a normal healthy liver (Fig. 3A and C), including steatosis and hypertrophy (Fig. 3B) and inflammatory cell infiltration (Fig. 3D). *miR-146a*^*−/−*^ female animals exhibited more advanced-stage non-alcoholic fatty liver disease activity score (NAS) (Fig. 3E; Supplementary Fig. S3G), which was determined by the summation of histologic inflammation, hypertrophy, and fat scores (Fig. 3F–H; Supplementary Fig. S4G). Males exhibited no significant genotype differences at this time point (Supplementary Fig. S4C–S4F and S4H). Female *miR-146a*^*−/−*^ exhibited more severe disease progression than WTs, indicating that *miR-146a* protects against lipid accumulation, steatosis, MASH, and tumor formation in females.

**Figure 3.**
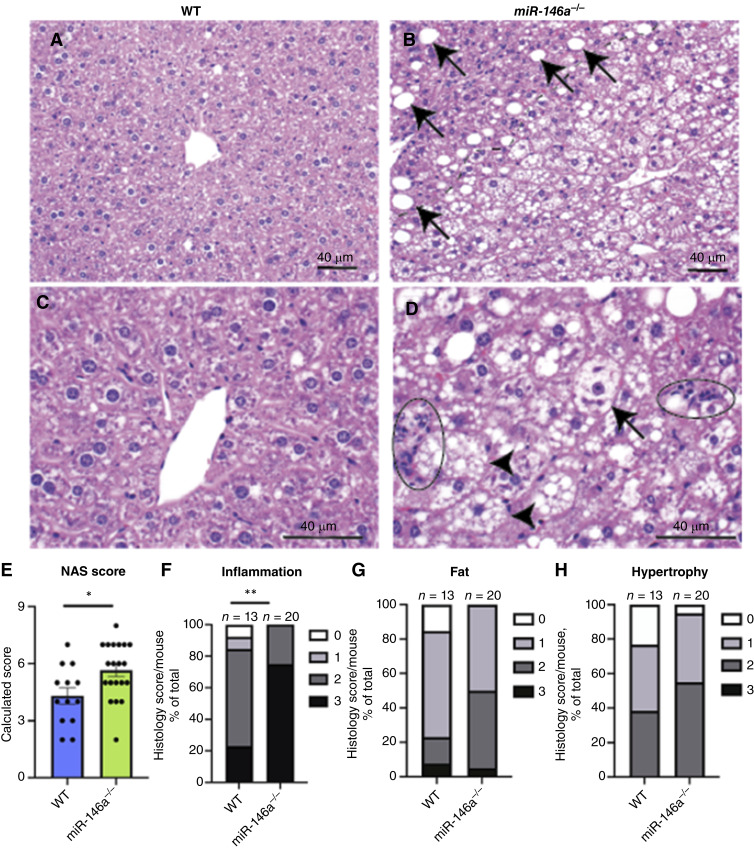
Steatohepatitis in nontumor regions of DEN-treated WT and *miR-146a*^*−/−*^ female mouse livers. **A,** WT mouse liver, showing no significant steatosis, hypertrophy, or inflammation. **B,***miR-146a*^*−/−*^ liver, showing macrovesicular steatosis (arrows) and zones of microvesicular steatosis and hypertrophy (lower right of dashed line). **C,** WT mouse liver, showing a central vein with surrounding unremarkable hepatocytes. **D,***miR-146a*^*−/−*^ genotype, showing two clusters of inflammatory cells (circled) and hypertrophy. Some hypertrophied hepatocytes contain microvesicular steatosis (arrowheads), whereas others have rarified cytoplasm and Mallory–Denk bodies similar to ballooned hepatocytes in human patients (arrow). H&E stains. Scale bars are 40 μm. **A** and **B,** Magnification 20×. **C** and **D,** Magnification 40×. **E,** Non-alcoholic fatty liver disease activity scores (NAS). Scores were calculated on a nine-point scale with the nine points being derived from a sum of these measurements: hepatocyte hypertrophy, inflammation, and steatosis using an established scoring system (52). **F,** Inflammation score (Fisher’s exact test, separated between 0–2 and 3). **G,** Fat cores: 0 ≤ 5% fat; 1 = 5%–33% fat; 2 = 33%–66% fat; 3 ≥ 66% fat. **H,** Hypertrophy score (Fisher’s exact test, separated between 0–2 and 3). The data represent three experiments. Bar chart (**E**) displays points representing individual mice and error bars representing mean ± SEM. *, *P* < 0.05; **, *P* < 0.01.

### Immune populations are altered in *miR-146a*^*−/−*^ livers during disease

Inflammatory immune clusters were a prominent histologic feature in the livers of *miR-146a*^*−/−*^ mice (Fig. 3D), prompting further assessment of the immune populations present in these livers. To determine the presence of specific immune populations, we isolated immune cells from livers at the experimental endpoint. We observed elevated CD8^+^ T-cell percentages in *miR-146a*^*−/−*^ mice compared with WTs, whereas CD4^+^ T cells remained unchanged (Fig. 4A–C). A high percentage of CD8^+^ T cells in the *miR-146a*^*−/−*^ population were positive for PD-1, an inhibitory receptor often associated with an accumulation of exhausted effector CD8^+^ T cells (Fig. 4D and E). PD-1^+^ CD8 T cells correlate with poor clinical outcomes in HCC (28).

**Figure 4.**
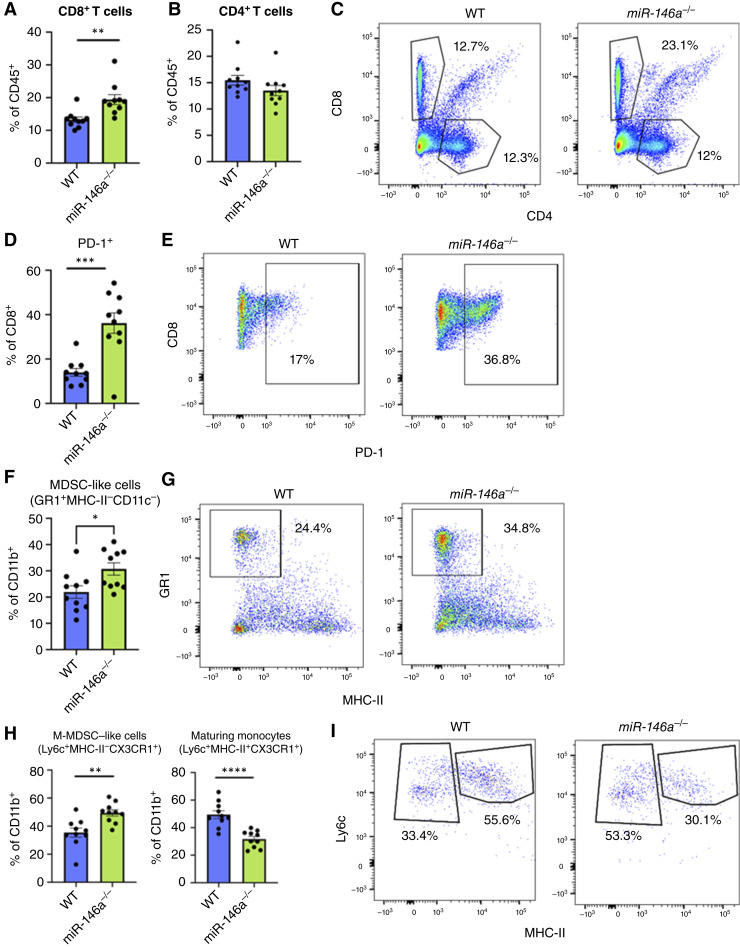
Tumor-bearing female *miR-146a*^*−/−*^ mouse livers contain increased PD-1^+^ CD8 T cells and increased aberrant myeloid populations. **A,** Significantly increased CD8^+^ T cells were seen in *miR-146a*^*−/−*^ livers although no significant change (**B**) in CD4^+^ T cells from *miR-146a*^*−/−*^ livers was observed. **C,** Representative flow plots for (**A**) and (**B**), showing CD4^+^ and CD8^+^ populations in CD45^+^ lymphocytes. **D** and **E,** Frequency and representative flow plots for PD-1^+^ CD8 T cells from WT and *miR-146a*^*−/−*^ liver lymphocytes. **F** and **G,** Frequency and representative flow plots for cells with the surface marker profile of MDSCs (MDSC-like) in the CD11b^+^ population from WT and *miR-146a*^*−/−*^ liver. **H** and **I,** Frequency of and representative flow plots of two populations of myeloid cells (M-MDSC–like cells and maturing monocytes). Bar charts contain dots representing individual mice, and error bars represent mean ± SEM. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001.

When looking at additional immune populations via flow cytometry, there were no differences in Kupffer cells or dendritic cells (Supplementary Fig. S5), but there was a buildup of both CD11b^+^GR1^+^MHC-II^−^CD11c^−^ cells and CD11b^+^CX3CR1^int^Ly6c^+^MHC-II^−^ cells, surface marker profiles associated with MDSCs and monocytic MDSCs (M-MDSC), respectively (17, 29). Additionally, a corresponding decrease in CD11b^+^CX3CR1^int^Ly6c^+^MHC-II^+^ maturing monocytes was found in the livers of *miR-146a*^*−/−*^ mice (Fig. 4F–I). MDSCs are a heterogeneous population that suppresses T-cell activation and fails to present antigens, comprising two subtypes: M-MDSCs and PMN-MDSCs. In our model, we have demonstrated that M-MDSCs are present at higher levels in *miR-146a*^*−/−*^ livers. MDSCs systematically expand in cancer and exert an immunosuppressive effect (17, 30). Together, our flow cytometry analysis indicates that immunosuppressive and exhausted-like immune cell types expand in *miR-146a*^*−/−*^ DEN-CDHFD–treated mice.

### CD8^+^ T cells highly express *Ccl5* in *miR-146a*^*−/−*^ mice

Age-associated inflammation can significantly affect disease outcomes, and *miR-146a* is a critical regulator of inflammation and inflammatory disease (31, 32). To better understand the roles of immune populations that may be at play in our HCC studies, we analyzed scRNA-seq data from Ekiz and colleagues (33) using the CIPR analytic package on samples from young and aged WT or *miR-146a*^*−/−*^ splenocytes. UMAP cell type analysis reveals that *Ccl5* is predominantly expressed in cells most strongly associated with the *CD8a* expression pattern, identifying CD8^+^ T cells as potent expressors of *Ccl5* (Fig. 5A). NK cells were also high expressors of *Ccl5 in this dataset*, which may be of interest in follow-up studies, yet expression of miR-146a did not seem to affect *Ccl5* expression by NK cells. scRNA-seq data, which assign these splenocytes to 14 immune cell types, show that *Ccl5* is strongly expressed in all three groups of effector CD8^+^ T cells (Fig. 5B). Furthermore, *Ccl5* expression was significantly higher in aged *miR-146a*^*−/−*^ CD8^+^ T cells than in young or aged WTs by scRNA-seq (Fig. 5C), and this was corroborated by flow cytometry (Fig. 5D) and transcriptional analysis in CD8^+^ T cells (Fig. 5E) sorted from splenocytes.

**Figure 5.**
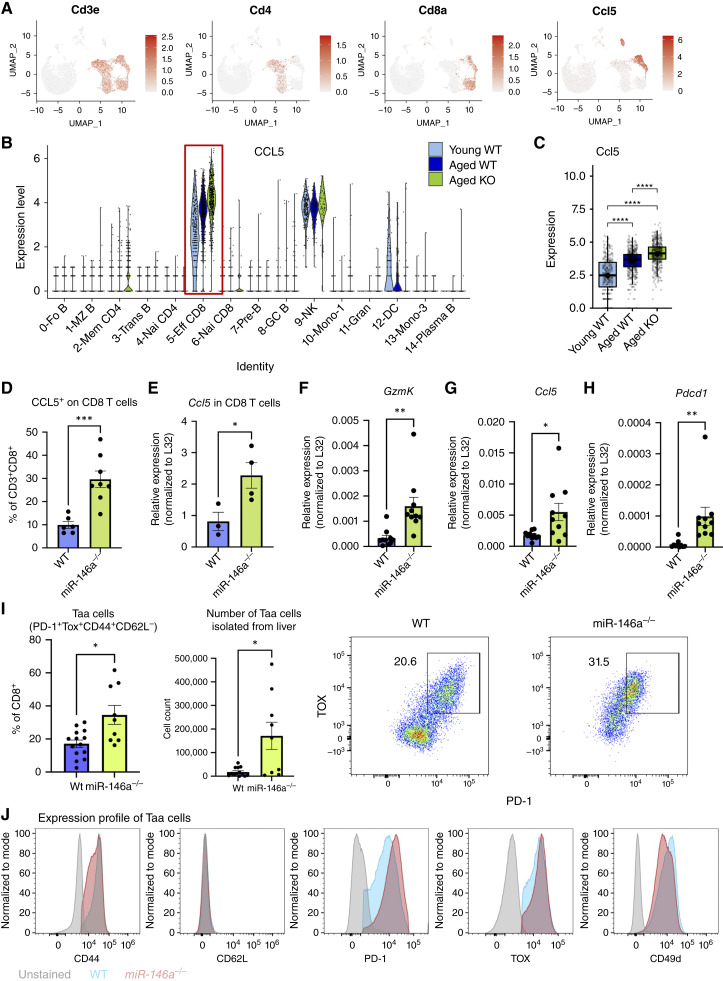
*Ccl5* is highly associated with aging *miR-146a*^*−/−*^ CD8^+^ T cells, and its expression is elevated in *miR-146a*^*−/−*^ male and female mice. **A,** scRNA-seq analysis of samples from young and aged (15 months) WT or *miR-146a*^*−/−*^ splenocytes from male and female mice using CIPR to annotate cell populations and to localize *Ccl5* expression in UMAP plot clusters. **B** and **C,** Increased *Ccl5* expression in aged *miR-146a*^*−/−*^ CD8^+^ effector T cells from the same mice as **A**. **D,** Flow analysis in CD8^+^ T cells shows increased CCL5 staining in female *miR-146a*^*−/−*^ liver. **E,** qRT-PCR for *Ccl5* expression in sorted CD8^+^ T cells from female WT or *miR-146a*^*−/−*^ splenocytes. **F–H,** qRT-PCR analysis of *Ccl5*, *Gzmk*, and *Pdcdc1* (PD-1), respectively, in livers from WT or *miR-146a*^*−/−*^ DEN-CDHFD–treated female mice. **I,** Quantification and representative flow plots of age-associated CD8 T cells (Taa cells) in the liver of male and female WT and *miR-146a*^*−/−*^ aged, cancer-free mice. **J,** Surface marker expression profile of Taa cells in male and female WT and *miR-146a*^*−/−*^ aged, cancer-free mice relative to an unstained liver sample. Bar charts contain dots representing individual mice, and error bars represent mean ± SEM. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001. scRNA-seq data have been uploaded to the NCBI Gene Expression Omnibus database (GSE138222).

One CD8 subtype known to express high levels of CCL5 is the Taa cell, which accumulates in aged tissue and promotes senescence within its environment. These T cells are part of the effector memory CD8 compartment and are characterized by heightened expression of granzyme K, PD-1, TOX, Eomes, and CD49d (34). In the splenic scRNA-seq effector CD8^+^ T-cell population, *Gzmk* (Granzyme K), *Pdcd1* (PD-1), *Tox*, and *Ccl5* were all elevated in *miR-146a*^*−/−*^ mice compared with WT (Supplementary Fig. S6A–S6D). To confirm the expansion of Taa cells, we performed a flow cytometry analysis on liver T-cell populations from cancer-free aged WT and *miR-146a*^*−/−*^ mice and identified the expansion of Taa cells in *miR-146a*^*−/−*^ livers, as indicated by higher levels of effector memory (CD44^+^ CD62L^−^) CD8^+^ T cells that are positive for PD-1, TOX, and CD49d (Fig. 5I and J).

Additionally, we examined the livers of DEN-CDHFD–treated mice at the endpoint and again found heightened *Ccl5* expression in *miR-146a*^*−/−*^ mice (Fig. 5G). These *Ccl5*-high livers also had heightened *Gzmk* (Fig. 5F) and *Pdcd1* (Fig. 5H), markers of Taa cells. Upon further examination of the DEN-CDHFD–treated livers from *miR-146a*^*−/−*^ mice, we confirmed not only that CD8 T cells express CCL5 but also that Taa cells display significantly higher expression of this protein compared with general CD8 T cells (Supplementary Fig. S7). Overall, this dataset shows that Taa cells are expanded in *miR-146a*^*−/−*^ mice and that CD8 T cells (particularly Taa cells) produce more CCL5 when *miR-146a* is absent. This positions CD8 T cells and Taa cells in particular as major producers of CCL5 in *miR-146a*-deficient mice, with CCL5 being a protein we will find to be essential for increased tumor burden.

### *Ccl5* is epistatic to *miR-146a* for tumor growth but not weight gain

The *Ccl5* transcript is directly downregulated by *miR-146a* in humans (22, 23), and it also responds to *miR-146a* regulation in mice. Secreted CCL5 can recruit MDSCs; further, its expression is associated with cancer progression (35, 36). Thus, we next sought to identify and characterize a *miR-146a*-CCL5 immune regulatory axis in DEN-CDHFD-instigated HCC.

We generated double knockout mice deficient for both *miR-146a* and *Ccl5* (DKO) and challenged females with DEN, maintaining them on CDHFD, to determine whether CCL5 depletion could restore protection from HCC. At the endpoint of the experiment, we verified *Ccl5* deletion in liver immune cells purified via FACS sorting (Fig. 6A). We found that tumor burden was decreased in DKO mice compared with *miR-146a*^*−/−*^ alone, both visibly and histologically (Fig. 6B–D). The livers of DKO mice still contained CD8^+^ T cells with heightened PD-1 expression (Fig. 6F). However, these livers exhibited a lower percentage of the previously identified myeloid population displaying an MDSC phenotype (Fig. 6G), suggesting that recruitment of these leukocytes to the liver requires CCL5. This finding positions the elevated CD8^+^ population with high expression of CCL5, which resembles Taa cells, as a possible driver of disease and identifies a relevant pathway for potential therapeutic control of tumor growth in the clinic.

**Figure 6.**
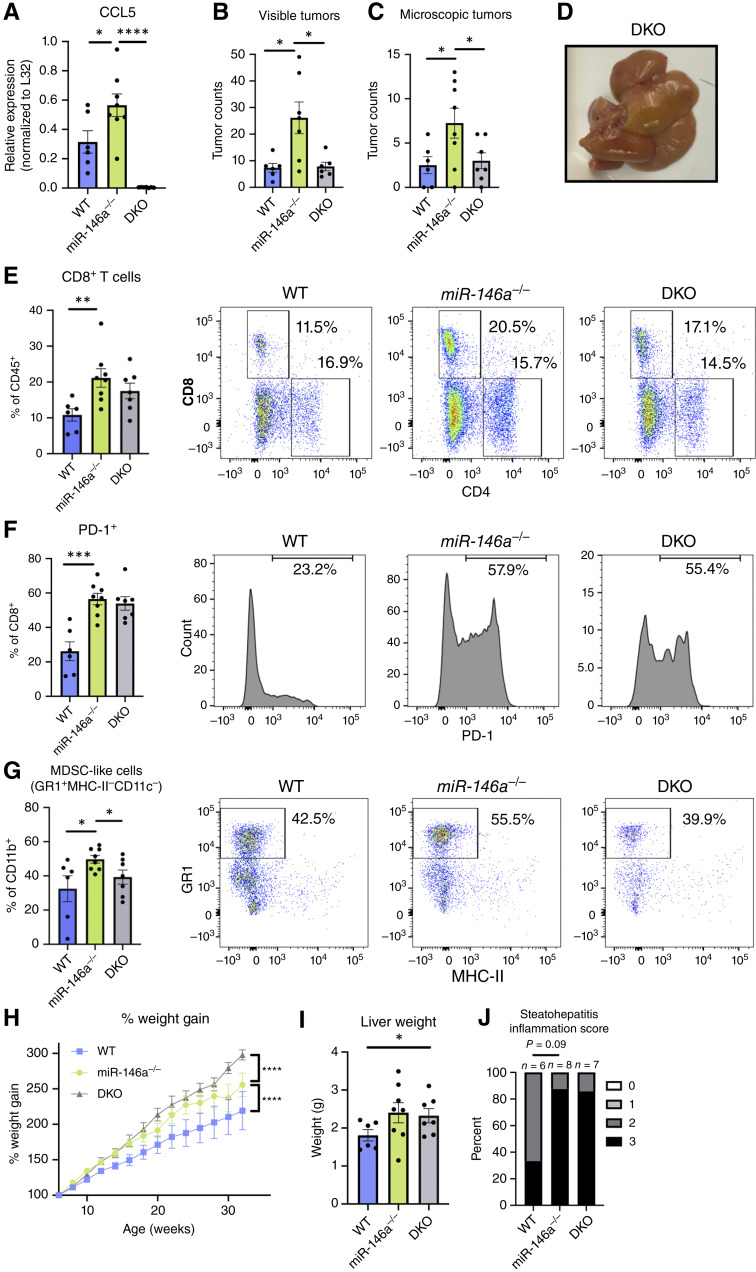
*miR-146a* ^*−/−*^ *Ccl5* ^*−/−*^ DKO female mice have lower tumor burden and MDSC-like cell infiltration, but greater weight gain than *miR-146a*^*−/−*^ female mice in DEN-CDHFD–instigated HCC. **A,** qRT-PCR for *Ccl5* expression in immune cells isolated via FACS with anti-CD45 antibody from WT or *miR-146a*^*−/−*^ mice and from *miR-146a*^*−/−*^*Ccl5*^*−/−*^ DKO mice to verify detection of *Ccl5*. **B–D,** Suppression of *miR-146a*^*−/−*^ macroscopic and microscopic tumor formation phenotype by deletion of *Ccl5* and overall liver morphology. **E** and **F,***miR-146a*^*−/−*^ CD8^+^ T-cell phenotypes after additional deletion of *Ccl5* and representative flow plots. **G,** Suppression of exacerbated MDSC-like cells from the loss of *miR-146a* by additional deletion of *Ccl5* and representative flow plot. **H,** Cumulative weight gain increases due to *miR-146a*^*−/−*^ in the DEN-CDHFD time course are not suppressed but are exacerbated by additional *Ccl5* mutation. **I** and **J,** Increased general non-HCC liver pathology in *miR-146a*^*−/−*^ does not require CCL5, as indicated by a lack of suppression of liver weight and steatohepatitis in DKO animals. Steatohepatitis inflammation scoring was conducted as described in Fig. 3F. Bar charts contain dots representing individual mice and error bars representing mean ± SEM. The percentage of weight gain line graph (**H**) displays points and error bars that are the mean ± SEM of 6 WT, 10 *miR-146a*^*−/−*^, and 7 DKO mice. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001. All data are from female mice only.

Additionally, we isolated CD45^+^ cells from the different groups to assess the impact of *miR-146a* and CCL5 on immune populations and their gene expression in DEN-CDHFD-treated tumor-bearing mice using 10x Genomics scRNA-seq. 

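The libraries were made from CD45+ liver cells with the 10x Genomics 5′ chemistry, which counts the transcripts of each gene in each cell as UMIs. There was 1 library each for 2-month-old WT mice, DEN-CDHFD–treated WT mice, miR-146a−/− mice and DKO mice, all female, and the number of mice behind each library is not stated in the paper's text. DEN had been given at 25 mg/kg on day 14, and the treated mice were 35 weeks old by the paper and 36 weeks old by the sample labels. The authors aligned the reads to the mm10 (GRCm38) reference of 10x Genomics and deposited raw UMI counts of 32285 genes per cell, without normalization. The matrix headers name Cell Ranger 7.0.1, whereas the paper names version 5.0.0. The 2-month-old WT library held 90756272 UMIs in all (median 6626 per cell), the WT library 103165826 (8260 per cell), the miR-146a−/− library 88706063 (7788 per cell) and the DKO library 103147246 (7259 per cell). After the paper's limits on features and mitochondrial share, the counts of each library were normalized with sctransform, the libraries were integrated on anchors found by reciprocal PCA, and clusters were drawn with the paper's components and resolution. Expression was taken from the summed UMIs of a cluster as CPM, a gene's counts scaled to a fixed total, with exact Poisson intervals, and shares of cells were given exact binomial intervals. With 1 library per group there are no replicates, so no test was made and every interval covers counting error only, not the spread between mice. Counts of genes that identify the groups were read first. The matrices hold no row for miR-146a, so its loss could not be checked in the counts. Over all kept cells, Ccl5 stood at 6174 CPM in the 2-month-old WT library, 12544 in the WT library and 12496 in the miR-146a−/− library, against 65.4 in the DKO library (6324 UMIs). Xist lay between 308 and 359 CPM, and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had at most 2 UMIs each in any library.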

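The CD8 PD-1 effector-like cluster held 692 cells, or 6.73% (6.25% to 7.23%), of the kept cells of 2-month-old WT mice and 1497 cells, or 18.0% (17.2% to 18.8%), of those of DEN-CDHFD–treated WT mice. It held 2134 cells, or 27.3% (26.3% to 28.3%), in miR-146a−/− mice and 1686 cells, or 17.1% (16.4% to 17.9%), in DKO mice. The miR-146a−/− share lay 9.30 percentage points above the WT share (8.01 to 10.6, Newcombe's interval), and the DKO share -10.2 points from the miR-146a−/− share (-11.4 to -8.92). The difference between the DKO and WT shares was -0.857 points (-1.97 to 0.252), which counting error alone can give. As a share of the cells in clusters with a high Cd3e level, the differences were 13.0 and -16.3 points, and 14.7 and -6.83 points once the cluster led by Negr1 and Fcgr4, which also carries macrophage transcripts, was left out of them. In this last denominator the DKO share of 55.5% (53.7% to 57.3%) lay above the WT share of 47.6% (45.9% to 49.4%). Ccl5 is a defining gene of this cluster and is deleted in DKO mice, so the cells were also clustered without it, and the shares were then 13.2% in WT, 20.2% in miR-146a−/− and 12.0% in DKO mice. The myeloid cluster with the highest Itgam level held fewer cells. It made up 22 cells, or 0.264% (0.166% to 0.400%), in WT mice, 82 cells, or 1.05% (0.834% to 1.30%), in miR-146a−/− mice, 75 cells, or 0.761% (0.599% to 0.954%), in DKO mice and 24 cells, or 0.233% (0.15% to 0.347%), in 2-month-old WT mice. Between miR-146a−/− and WT mice the difference was 0.784 points (0.540 to 1.05), and between DKO and miR-146a−/− mice -0.287 points (-0.581 to -0.0074). The DKO share stayed above the WT share, by 0.497 points (0.293 to 0.709). Several leading genes of both clusters differ between the libraries, so the cells were also clustered without the leading genes of both. The CD8 PD-1 shares then differed by 6.82 and -8.38 points, and the Itgam-high shares by 0.744 points (0.509 to 1.00) and -0.253 points (-0.540 to 0.0187). When the libraries were integrated by canonical correlation, these cells joined a larger cluster, and the cluster then highest in Itgam (3029 cells with Ncr1 at 1270 CPM) held none of them and gave differences of -1.94 and 0.758 points.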

Data analysis with the CIPR package revealed an elevated T-cell and myeloid population in *miR-146a*^*−/−*^ mice and a reduced population in DKO mice (Fig. 7A and B). Further profiling of changes in other immune populations was also reviewed (Supplementary Fig. S8). 

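Among the other clusters, the patrolling-monocyte-like cluster rose from 1.49% (1.24% to 1.77%) of kept cells in WT mice to 7.96% (7.37% to 8.58%) in miR-146a−/− mice and stood at 8.14% (7.61% to 8.70%) in DKO mice. Depending on the setting, this cluster took in other cells, and its difference between miR-146a−/− and WT mice ranged from 6.30 to 9.03 percentage points. Between DKO and miR-146a−/− mice it ranged from -0.390 to 8.47 points, so their similar shares hold only in some settings. The cluster led by Negr1 and Fcgr4 held 5.07% of cells in WT, 5.84% in miR-146a−/− and 13.4% (12.7% to 14.1%) in DKO mice, and 53.8% of its cells carried both T-cell and macrophage transcripts. This means at least 1 UMI of Cd3d, Cd3e or Cd3g and at least 1 of Csf1r, Lyz2 or C1qa, without thinning. By the same count 44.0% of the classical-monocyte-like, 18.7% of the CD8 PD-1 effector-like and 17.3% of the patrolling-monocyte-like cells carried both. Regulatory T-cell-like cells differed by 2.46 points between miR-146a−/− and WT mice (1.88 to 3.06) and by -1.14 points between DKO and miR-146a−/− mice (-1.76 to -0.528). The pDC-like share differed by 0.765 points between miR-146a−/− and WT mice (0.386 to 1.16) and by -0.458 points between DKO and miR-146a−/− mice (-0.854 to -0.076). Lower shares in miR-146a−/− than in WT mice were found for naive T-cell-like cells (-3.77 points, -4.51 to -3.03), ILC1-like cells (-3.19 points, -4.06 to -2.33), B-cell-like cells (-2.80 points, -3.66 to -1.94), NK-cell-like cells (-2.19 points, -3.02 to -1.36) and proliferating cells (-1.86 points, -2.47 to -1.25). The low-UMI cluster (-4.09 points, -4.86 to -3.33) and the cluster with cDC2 and mature dendritic cell markers (-1.08 points, -1.69 to -0.468) were lower too. From miR-146a−/− to DKO mice, the ILC1-like (2.29 points), B-cell-like (1.00), NK-cell-like (0.914) and cDC2 marker shares (0.881) rose. The naive T-cell-like share fell (-0.686), and the proliferating and low-UMI shares did not differ beyond counting error. Shares of 1 library sum to a whole, so a rise in some clusters lowers the others. The classical-monocyte-like share was 10.5% in WT, 9.07% in miR-146a−/− and 10.4% in DKO mice. The cDC1-like share did not differ between miR-146a−/− and WT mice beyond counting error (0.0120 points, -0.323 to 0.350).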

The elevated T-cell population increased with the deletion of *miR-146a* and was identified as CD8^+^ T cells expressing high levels of PD-1. Thus, we believe this population is equivalent to the PD-1^+^ population originally identified via flow cytometry in DEN-CDHFD–treated female *miR-146a*^*−/−*^ mice (Fig. 4D). Additionally, this population exhibits high expression of *Ccl5* and several other genes that are markers of Taa cells (Fig. 7C), providing further evidence that the CCL5-secreting PD-1^+^ CD8 population elevated in *miR-146a*^*−/−*^ mice across experiments and methods are Taa cells. 

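In the CD8 PD-1 effector-like cluster, Cd8a (ENSMUSG00000053977, chromosome 6 of GRCm38, 71373427 to 71379173) reached 838 CPM over the 4 libraries, against 49.9 CPM for Cd4. Pdcd1 (ENSMUSG00000026285, chromosome 1, 94038305 to 94052553), the gene of PD-1, reached 458 CPM (452 to 465) in it. The next highest level was 201 CPM, in the regulatory T-cell-like cluster. The cluster was chosen by its Pdcd1 and Cd8a counts, so these pooled levels describe it. Between the libraries, its Pdcd1 level was 124 CPM (115 to 134) in 2-month-old WT mice, 609 CPM (594 to 623) in DEN-CDHFD–treated WT mice, 478 CPM (467 to 489) in miR-146a−/− mice and 433 CPM (421 to 446) in DKO mice. The level in miR-146a−/− mice was thus below that in WT mice, with a log2 ratio of -0.35.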

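A gate like that of flow cytometry was also set on the transcripts, without clusters. It detects RNA and not surface protein, and its positive share depends on depth, so its percentages are not those of flow cytometry. CD8 T cells were taken as cells with a UMI of Cd3d, Cd3e or Cd3g and of Cd8a or Cd8b1 and none of Cd4, and PD-1+ cells as those with a UMI of Pdcd1, after every cell had been thinned at random to 2000 UMIs. Shallower cells were left out, 667 in 2-month-old WT, 540 in WT, 358 in miR-146a−/− and 406 in DKO mice. Gated CD8 T cells made up 17.5% (16.8% to 18.3%) of the thinned cells of 2-month-old WT, 35.6% (34.5% to 36.7%) of WT, 35.9% (34.8% to 37.0%) of miR-146a−/− and 26.5% (25.6% to 27.4%) of DKO mice. B-cell-like cells, which should not pass this gate, passed it in 2.43% (1.69% to 3.37%), 5.76% (4.25% to 7.61%), 5.80% (4.00% to 8.09%) and 2.04% (1.17% to 3.28%) of cells, so this background was also lower in DKO than in miR-146a−/− mice. With gated cells counted only inside T-cell clusters, their share of all thinned cells differed by 3.47 points (2.01 to 4.93) between miR-146a−/− and WT mice and by -8.98 points (-10.3 to -7.62) between DKO and miR-146a−/− mice. Of all gated CD8 T cells, 9.90% (8.52% to 11.4%), 42.5% (40.6% to 44.3%), 40.6% (38.8% to 42.5%) and 37.1% (35.2% to 39.0%) were PD-1+, in the same order. The miR-146a−/− share of PD-1+ cells differed from that of WT mice by -1.86 points (-4.47 to 0.754) and that of DKO from miR-146a−/− mice by -3.53 points (-6.18 to -0.878). As a share of all thinned cells, PD-1+ CD8 T cells stood at 1.74% in 2-month-old WT, 15.1% in WT, 14.6% in miR-146a−/− and 9.84% in DKO mice. This gated share was lower in DKO than in miR-146a−/− mice by a difference of -4.75 points (-5.76 to -3.75), while miR-146a−/− and WT mice did not differ beyond counting error (-0.538 points, -1.67 to 0.592). By flow cytometry the paper found more CD8 T cells and more PD-1+ ones in miR-146a−/− than in WT livers (Fig. 4A to E). In DKO livers it found PD-1 on CD8 T cells still heightened (Fig. 6F). The thinned gate did not show a higher PD-1+ share in miR-146a−/− mice. RNA detection in 1 library per group cannot decide against the protein result.
B-cell-like cells, which should lack PD-1 transcripts beyond free RNA, were Pdcd1-positive in 0.571%, 4.26%, 2.54% and 1.78% of cells, at a median of 5880.5, 7317.5, 7673.5 and 7167 UMIs before thinning. The gated CD8 T cells had medians of 8159, 8553, 7354 and 6779 UMIs. Without thinning, 21.6% of the gated CD8 T cells of 2-month-old WT, 60.7% of WT, 63.3% of miR-146a−/− and 59.6% of DKO mice were PD-1+, against 2.62%, 8.26%, 9.21% and 5.28% of B-cell-like cells. The unthinned difference between miR-146a−/− and WT mice was 2.57 points (0.144 to 4.98), opposite in sign to the thinned one. Requiring 2 UMIs of Cd8a or Cd8b1 moved the thinned difference to -4.75 points (-7.62 to -1.87).

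**Figure D1:**
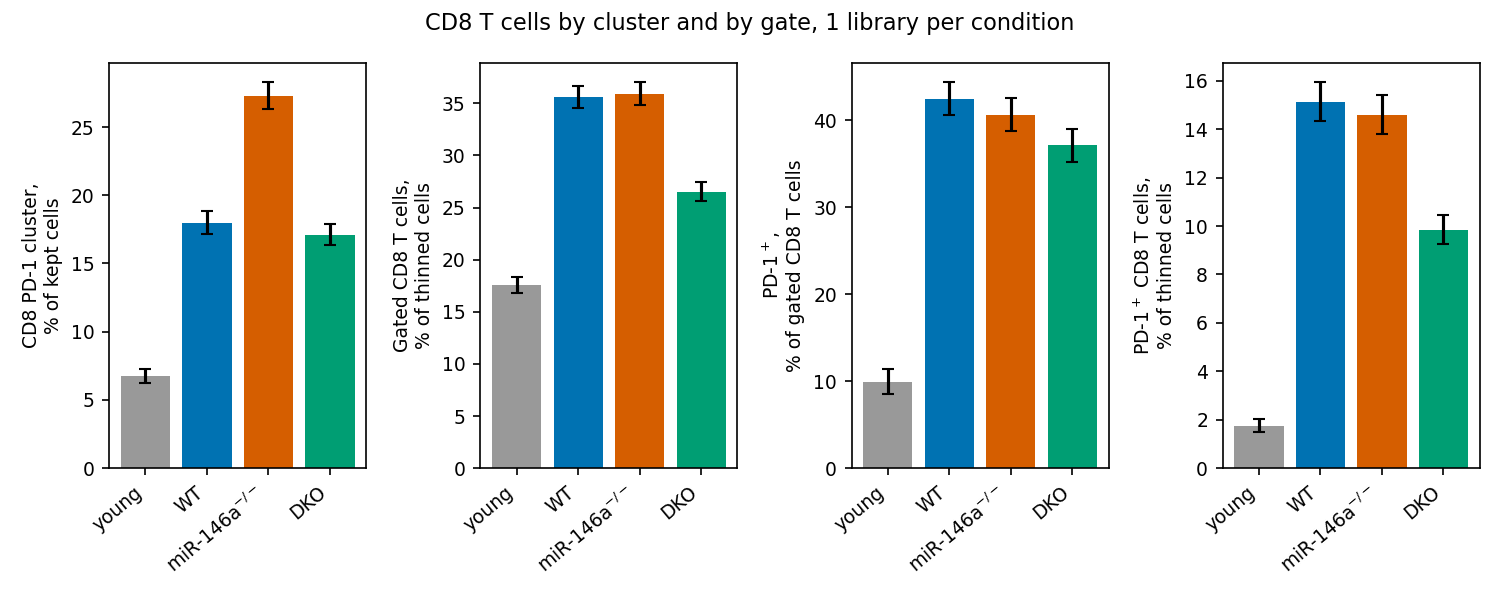
Shares of cells in percent in 2-month-old WT, DEN-CDHFD–treated WT, miR-146a−/− and DKO mice, as bars with exact 95% binomial intervals. The panels show the CD8 PD-1 effector-like cluster among kept cells, gated CD8 T cells among cells thinned to 2000 UMIs, PD-1+ cells among gated CD8 T cells, and PD-1+ CD8 T cells among all thinned cells. The cluster is largest in miR-146a−/− mice at 27.3%, while the gated shares of WT and miR-146a−/− mice lie within 1.86 points of each other.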

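Ccl5 (ENSMUSG00000035042) lies on chromosome 11 of GRCm38 from 83525778 to 83530518. Over the 3 libraries with an intact Ccl5 gene, its level in the CD8 PD-1 effector-like cluster was 38447 CPM, the highest of the clusters. The NK-cell-like cluster (16899 CPM), the cluster led by Negr1 and Fcgr4 (14385 CPM) and the ILC1-like cluster (13434 CPM) came next, in an order that differed between the libraries. In this cluster, Ccl5 stood at 21221 CPM (21095 to 21347) in 2-month-old WT mice, 44476 CPM (44353 to 44600) in DEN-CDHFD–treated WT mice and 39826 CPM (39725 to 39927) in miR-146a−/− mice. The log2 ratio of miR-146a−/− over WT mice was -0.16, and it was 0.06 over all gated CD8 T cells, the alternative that moved it most. The residual level in DKO mice was 209 CPM (201 to 218). Outside the cluster, the classical-monocyte-like cells had 7142 CPM (7099 to 7185) in WT mice and 2614 CPM (2587 to 2641) in miR-146a−/− mice. T-cell transcripts fell alongside in these cells, with Cd8a at 163 CPM and 50.6 CPM, and 61.8% of them in WT mice and 40.1% in miR-146a−/− mice carried both T-cell and macrophage transcripts. The NK-cell-like cells had 13932 CPM (13843 to 14021) in WT mice and 18482 CPM (18368 to 18598) in miR-146a−/− mice.
Of the other genes the paper lists as markers of age-associated T (Taa) cells, Gzmk reached 1089 CPM in the cluster over the 4 libraries, its highest level among the clusters. Tox reached 785 CPM, below the 1470 CPM of the low-UMI cluster, whose droplets held few ribosomal protein transcripts (6.32% of UMIs). Eomes, with 248 CPM, was exceeded by the NK-cell-like cluster with 299.9 CPM. In miR-146a−/− mice the levels were 271 CPM (263 to 280) and 277 CPM (263 to 291), an order that counting error leaves open. Itga4 reached 704 CPM, and its order against other clusters differed between the libraries, with 687 CPM in WT mice against 610 CPM in NK-cell-like cells, and 674 against 684 CPM in miR-146a−/− mice. Between the libraries, Gzmk had 1288 CPM in WT, 1040.2 CPM in miR-146a−/− and 1164 CPM in DKO mice, and Tox had 786, 899 and 785 CPM. Eomes had 220, 271 and 261 CPM in the same order. From the high Ccl5 and Taa marker expression of these PD-1+ CD8 T cells (Fig. 7C), together with its flow cytometry, the paper proposes that the CD8 population elevated in miR-146a−/− mice is made up of Taa cells.

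**Figure D2:**
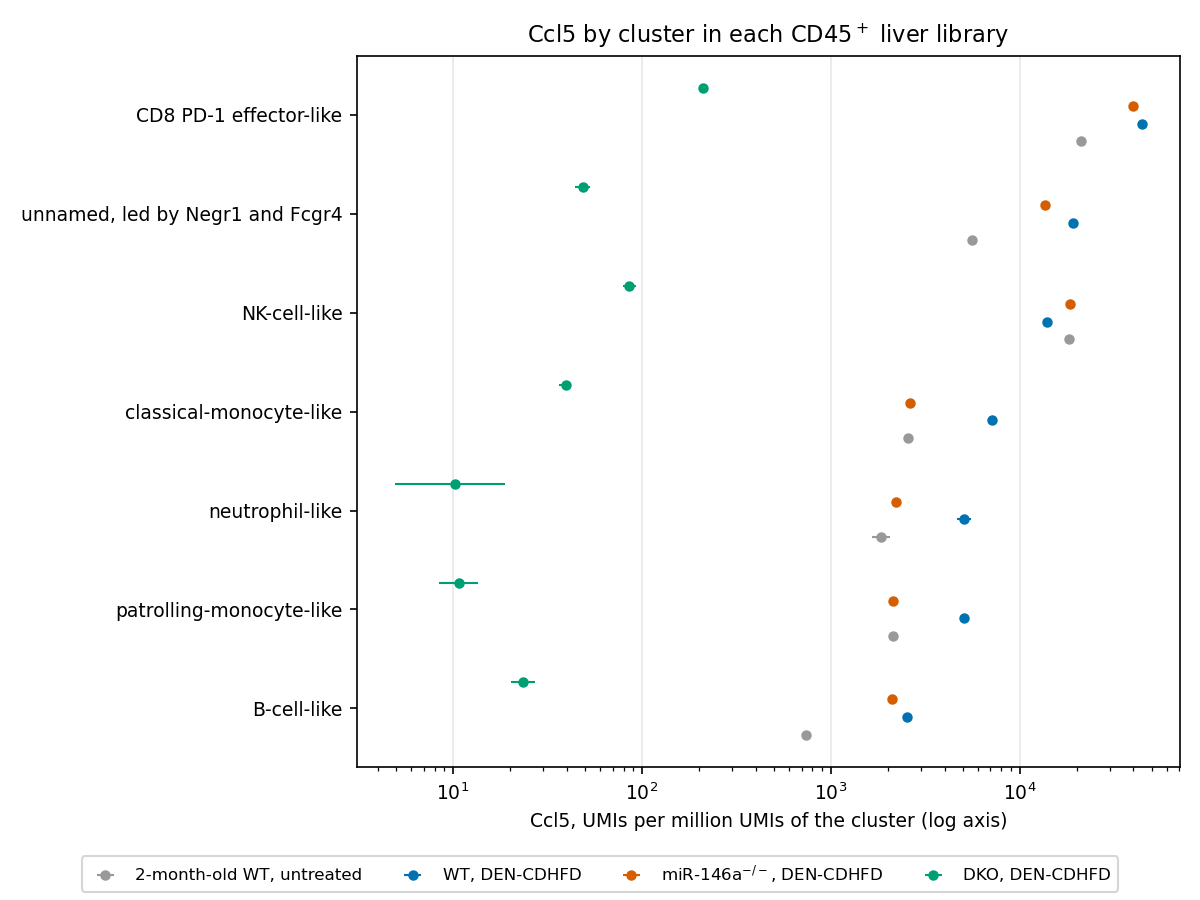
Ccl5 level in CPM, on a log axis, in 7 clusters of 2-month-old WT, DEN-CDHFD–treated WT, miR-146a−/− and DKO mice. Points are the summed UMIs of a cluster in 1 library, with exact 95% Poisson intervals. The CD8 PD-1 effector-like cluster lies above the others in the WT and miR-146a−/− libraries, at 44476 and 39826 CPM, and every cluster of DKO mice lies far lower.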

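Itgam (ENSMUSG00000030786, chromosome 7 of GRCm38, 128062640 to 128118491) encodes CD11b. Over the 4 libraries pooled, the cluster of at least 50 cells with the highest Itgam level was the neutrophil-like cluster of 203 cells, with 485 CPM. Itgam was lower in the patrolling-monocyte-like cluster (229 CPM), the classical-monocyte-like cluster (168 CPM) and the cluster led by Negr1 and Fcgr4 (72.9 CPM), the other clusters with monocyte or macrophage transcripts. Since the cluster was found by its Itgam level, its other genes describe what it holds. All of the 12 neutrophil markers fixed for naming were higher in it than in the other cells, and 7 were among its 10 leading genes. S100a8 reached 60228 CPM, against 423 CPM in the classical-monocyte-like cluster, and Ly6g, the gene of a granulocyte surface protein, 561 CPM against 1.83 CPM. Ly6c2 had 897 CPM, next to 704 CPM in the classical-monocyte-like cluster. Monocyte genes were lower than in the classical-monocyte-like cluster, with Csf1r at 275 against 686 CPM, Ccr2 at 21.9 against 422 CPM, F13a1 at 7.86 against 256 CPM and Cd74 at 671 against 11521 CPM. The depth of the cluster differed between the libraries, with a median of 3493 UMIs per cell in WT, 14324.5 in miR-146a−/− and 11644 in DKO mice. Its makeup differed as well. Ngp, a gene of granulocyte precursors, had UMIs in 0 of the 22 cells of WT mice, 73 of the 82 cells of miR-146a−/− mice and 55 of the 75 cells of DKO mice, while S100a8 had UMIs in 20, 80 and 75 of them. Outside the cluster, Ngp UMIs were found in 1.45% of the cells of miR-146a−/− mice and in 6 of the 8307 cells of WT mice. Those 6 cells held all 297 Ngp UMIs of the WT library, so cells with Ngp were rare there but not absent. With 22 cells and 113263 UMIs, the WT part of the cluster gives no firm level for genes of low counts. From WT to miR-146a−/− mice the largest rises in the cluster were those of Ngp (0 against 29135 UMIs), Camp (0 against 19858), Ltf (1 against 9808), Elane (0 against 997, all in 1 cell) and Prtn3 (0 against 769, of which 765 in 1 cell).

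**Figure D3:**
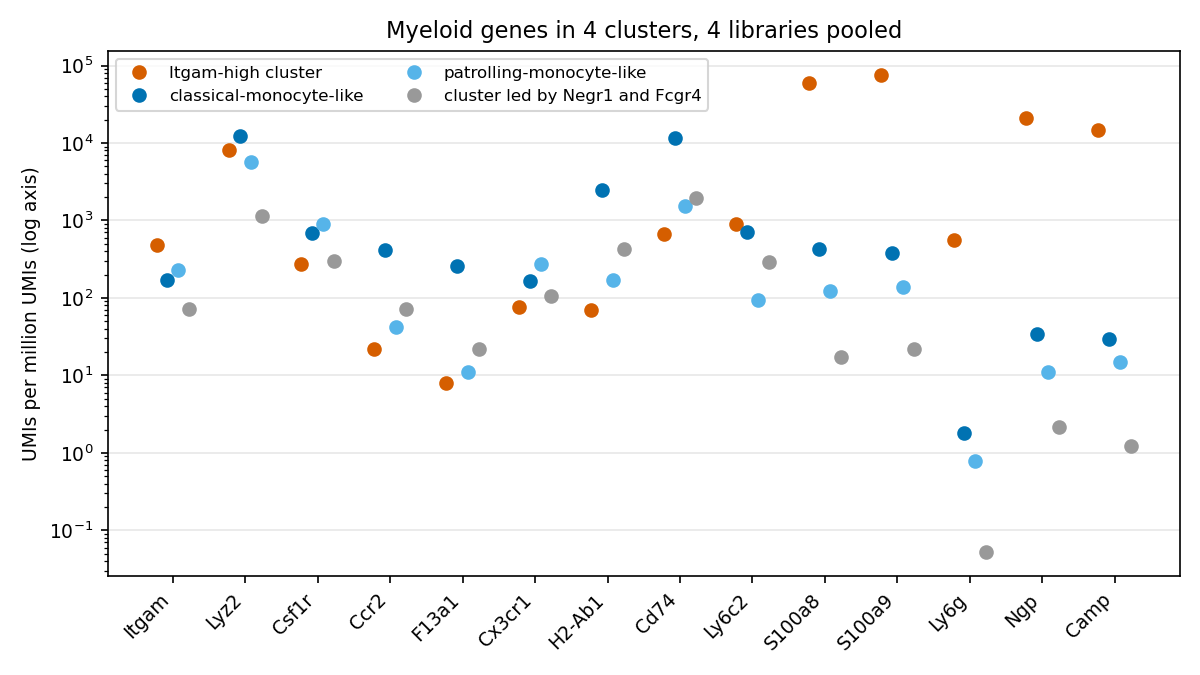
Levels of 14 genes in CPM, on a log axis, in the neutrophil-like, classical-monocyte-like and patrolling-monocyte-like clusters and the cluster led by Negr1 and Fcgr4, pooled over the 4 libraries. The neutrophil-like cluster lies highest for Itgam (485 CPM), S100a8 (60228 CPM) and Ly6g (561 CPM), and below the classical-monocyte-like cluster for Csf1r, Ccr2, F13a1 and Cd74.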

The myeloid population elevated in *miR-146a*^*−/−*^ mice and subsequently reduced in DKO mice were identified as monocytes, which expressed higher levels of the *Itgam gene* than the other three monocyte populations (Fig. 7D), suggesting that these cells may also be MDSCs (37–39).

**Figure 7.**
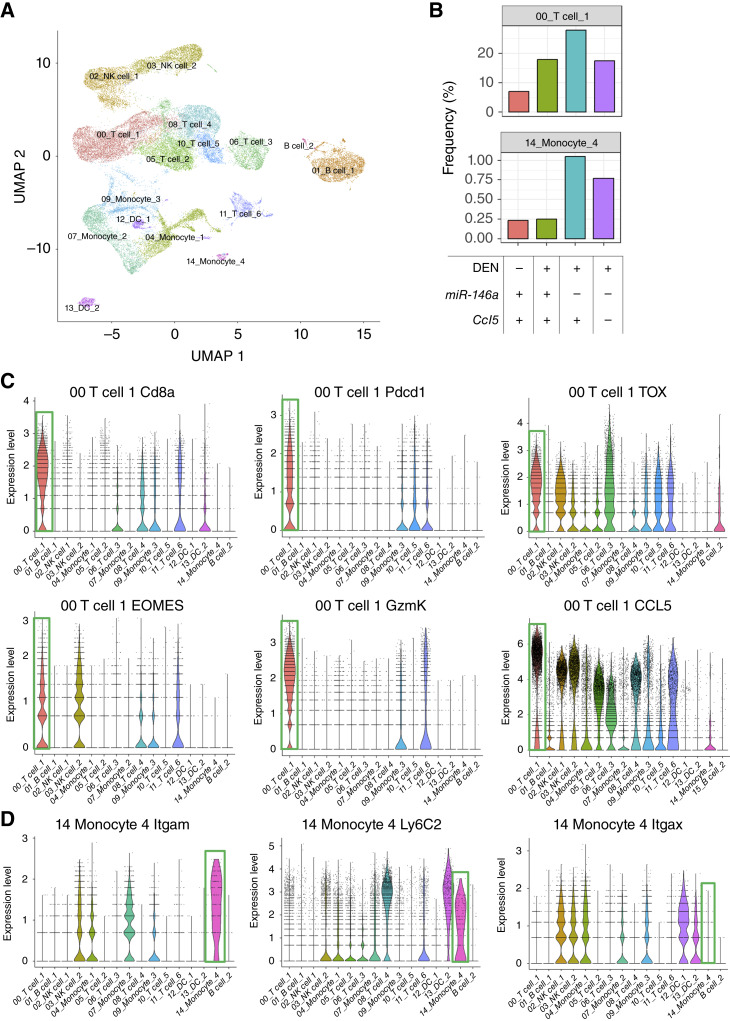
DEN-CDHFD–treated *miR-146a* female mice have an increased proportion of CCL5-expressing dysfunctional CD8 T cells and an aberrant monocyte population according to scRNA-seq. **A,** UMAP displaying annotated cell clusters revealed by scRNA-seq using mouse livers. **B,** The levels of a T cell and monocyte cluster in 2-month-old WT mice, DEN-CDHFD–treated WT mice, DEN-CDHFD–treated *miR-146a*^*−/−*^ mice, and DEN-CDHFD–treated *miR-146a*^*−/−*^; *Ccl5*^*−/−*^ mice (left to right). DEN-CDHFD–treated mice are 35 weeks old at the endpoint. **C,** T-cell 1 cluster is composed of CD8^+^ T cells expressing markers associated with Taa cells, including *Ccl5*. **D,** Myeloid markers identifying the monocyte 4 cluster, including *Itgam*, for which the monocyte 4 cluster has higher expression than other monocyte clusters. scRNA-seq data have been uploaded to the NCBI Gene Expression Omnibus database (GSE300674).

Outside of differences in immune cell populations and tumor growth, DKO mice exhibit exacerbated weight gain compared with both WT and *miR-146a*^*−/−*^ mice (Fig. 6H), and their liver weights remain higher than those of the WTs (Fig. 6I). This finding uncouples the roles of *miR-146a* in protecting against fat accumulation and tumor progression. Although *miR-146a* deficiency leads to weight gain and inflammation in both the *miR-146a*^*−/−*^ mice and DKOs (Fig. 6H–J), *miR-146a* deficiency only leads to tumor progression when CCL5 is present. This suggests that *miR-146a*-CCL5–regulated immune involvement and recruitment may be an important factor in tumor progression, even in an obesogenic environment.

## Discussion

We found that *miR-146a* protects female mice from weight gain, tumor development and severity, MASH, and hepatic inflammation. This protection is clinically relevant given the decreases in *miR-146a* seen in liver tissue from patients with HCC (14, 16). *miR-146a* also protects against exacerbated CCL5 expression, including from dysfunctional CD8^+^ T cells that resemble Taa cells in the tumor microenvironment and are at increased levels in *miR-146a*^*−/−*^ mice. We also observe increased myeloid populations with a marker profile resembling MDSCs upon deletion of *miR-146a* and subsequent reductions in the level of this population in DKO mice. CCL5 is elevated in the absence of *miR-146a*, indicating that the *miR-146a* regulatory network influences CCL5 expression. Previous work has shown that *Ccl5* is regulated by *miR-146a* through the NF-κB signaling pathway in mice (40), and direct targeting of *Ccl5* by *miR-146a* has been shown in human cells (22). We find that loss of CCL5, in the context of *miR-146a* deficiency, restores tumor protection despite sustained weight gain and inflammation. We propose a model whereby *miR-146a* functions to limit the expansion of dysfunctional CD8^+^ T cells that express CCL5 and seem to be Taa cells. We have seen that these cells expand to greater levels in the absence of *miR-146a* and during aging, suggesting that age may predispose individuals to HCC. Furthermore, by limiting CCL5 production, the recruitment of suppressive immune cell populations to HCC tumors is reduced, ultimately resulting in decreased tumor growth due to improved immune control. Future work will investigate this model by testing whether these dysfunctional CD8^+^ T cells and aberrant myeloid cells play a causal role in the mouse HCC model and by further verifying the identity of these cell populations as Taa cells and MDSCs, respectively.

This study has focused immunologically on CD8 T cells and MDSCs. It is important to note, however, that there are other immune populations that change with mouse genotype in DEN-CDHFD–treated mice (Supplementary Fig. S8). We chose to focus on CD8 T cells and MDSCs, given the clear changes in their levels seen via flow cytometry across mouse genotype/disease status, as well as the clear rationale for their potential contribution to disease, such as Taa cells being known to secrete high levels of CCL5. Going forward, we hope that data like our scRNA-seq in Supplementary Fig. S8 can serve as a starting point for future studies into other immune populations that may play a role in *miR-146a*–mediated protection.

Another open question to be investigated is which cellular sources of *miR-146a* are important for HCC protection. Beyond our patient data showing that *miR-146a* is downregulated in cancerous tissue (suggesting that hepatocyte-derived *miR-146a* may be protective), Supplementary Fig. S1 also shows that in mice, normal hepatocytes, CD8^+^ T cells, and CD11b^+^ myeloid cells (a population that includes MDSCs) all express *miR-146a*. With expression across these cell types, any or all of them could contribute to the protective effect of *miR-146a*. To fully understand the mechanism of *miR-146a* protection, it will be essential for future work to investigate the role of various cellular sources in the protective phenotype.

Previous reports have shown anticorrelations between *miR-146a* expression and HCC (14, 28); our work builds on these findings by demonstrating a causal relationship between *miR-146a* and reduced tumor burden. To our knowledge, we are the first to address the role of *miR-146a* in liver cancer using a genetic mouse model of *miR-146a* deficiency. Furthermore, we show that *miR-146a*^*−/−*^*Ccl5*^*−/−*^ DKO mice regain protection against tumor formation. This provides mechanistic insight and suggests a role for *miR-146a* in regulating CCL5, a chemokine highly associated with liver cancer and disease (41, 42). This *miR-146a* genetic knockout, combined with a primary tumor model of HCC, provides a powerful understanding of the role of this anti-inflammatory miRNA in HCC. Furthermore, this genetic model provides a means to induce chronic inflammation in mice, which could be more broadly desirable for further study of liver disease, a condition that has previously been difficult to accurately model in a clinically relevant manner.

Another factor to consider about *miR-146a* protection is the potential for *miR-146a* targets beyond *Ccl5* to influence our phenotype. This is supported by the literature, in which other groups have identified *miR-146a as a* tumor suppressor in HCC through mechanisms involving *miR-146a* targets such as TRAF6 (14). Although it is essential to consider other potentially important targets, we still believe that the clear and dramatic reversal of phenotype observed with *Ccl5* KO suggests that this gene is critically important in *miR-146a*–mediated tumor protection. Additionally, it is plausible that other *miR-146a* targets, such as TRAF6 and IRAK1, contribute to increased tumor burden by influencing CCL5 expression. For example, NF-κB signaling is promoted by TRAF6 and IRAK1 and has been shown to trigger CCL5 expression (43).

Of note, although deletion of *Ccl5* restored the *miR-146a* HCC phenotype back to control levels, the gross metabolic phenotypes observed in *miR-146a*^*−/−*^ HCC mice remained despite the absence of CCL5. This indicates that *miR-146a* regulates metabolic and tumor growth phenotypes through two parallel and distinct pathways, implying that distinct targets of *miR-146a* protect against these pathologies. *miR-146a* repression of CCL5, which controls the *miR-146a* tumor growth phenotype, seems to occur through direct targeting of *Ccl5* or via IFNg-induced Stat1 and NF-κB signaling, which have been shown to be directly targeted by *miR-146a* (10, 44). Alternatively, the metabolic phenotype is likely regulated by macrophage functions via Traf6 targeting (9) or direct control of hepatocyte metabolic function through targets like MED1 (45). These results suggest that certain aspects of MASH can be uncoupled from HCC tumor phenotypes and that *miR-146a* is a multifaceted regulator of liver pathologies.

Sex disparity exists in HCC, with males having two- to fourfold higher rates than females (46). Perhaps because of this reduced prevalence, liver cancer in females has been understudied. This reduced prevalence is also observed in murine liver cancer models (27, 47, 48), and thus, females are often disregarded in HCC studies using animal models. Here, we show that *miR-146a* expression in females protects WT mice from HCC, with *miR-146a* deletion exacerbating disease penetrance in females. It has been demonstrated that differences in IL6 production between males and females contribute to some of the sex differences observed in DEN-induced HCC (27). This finding is consistent with our results, which show heightened IL6 production in *miR-146a*^*−/−*^ animals. Notably, IL6 also contributes to MDSC recruitment, which may also contribute to the miR-146a HCC phenotype. Given the known role of IL6 expression in HCC sex differences and our observation of IL6 differences in our model, this likely contributes to some of the sex differences that we observe. Another important note is that although less dramatic, tumor burden was increased in male *miR-146a*^*−/−*^ mice at 7 months of age (Supplementary Fig. S3), suggesting that miR-146a protection is at play in males, albeit to a lesser degree. The relevance of miR-146a-mediated protection in males is something of interest in further studies examining the efficacy of miR-146a as a therapeutic.

Because of the central role of both *miR-146a* and CCL5 in liver disease, these factors are candidates as targets for therapies to mitigate HCC. Notably, liver cells avidly uptake miRNAs and synthetic miRNA mimics, which have demonstrated strong clinical potential (49). Furthermore, CCL5 receptor inhibitors have also been utilized in preclinical settings. For instance, cenicriviroc, a CCR2/CCR5 inhibitor, significantly reduces monocyte and macrophage recruitment to the liver (50, 51). Moreover, the CCR5 antagonist maraviroc reduces macrophage infiltration into the liver, and treatment with this drug reduces overall tumor burden (52). Our work highlights the potential of CCL5 and *miR-146a* as therapeutic targets for HCC in the future, as well as *miR-146a* as a biomarker for this disease. As we continue to examine cell-specific roles for *miR-146a* and CCL5 in this context, we will be able to optimize therapeutic approaches to precisely target these molecules as a treatment for HCC.

## Supplementary Material

Figure S1 qPCR data showing miR-146a/miR-15b expression in mouse CD8s, myeloid cells, hepatocytes, and human liver

Figure S2 Mice treated with PBS vehicle control as opposed to DEN.

Figure S3 Tumor burden in male mice at 7 months.

Figure S4 Liver pathology analysis by histology in male mice and PBS-vehicle treated male and female mice.

Figure S5 Kuppfer and dendritic cell levels in liver of female DEN-CDHFD treated mice by flow.

Figure S6 Single cell anaylsis of CD8s showing elevated Taa marker expression.

Figure S7 CCL5 expression in CD8s and Taas of DEN-CDHFD treated mice.

Figure S8 Single cell data showing levels of various immune cells in DEN-CDHFD treated mice.

Supplementary Table 1 qPCR primers used in experiments

Supplementary Table 2 Flow cytometry antibodies used

Supplementary Table 3 Raw Data. Individual data points for all charts in main and supplemental figures, with the exception of scRNAseq data which is in the GEO database.

## Data Availability

The data generated in this study are available within the article and its supplementary data files. The scRNA-seq data were deposited into the NCBI Gene Expression Omnibus database (RRID:SCR_005012) at GSE138222 (Fig. 5; Supplementary Fig. S6) and GSE300674 (Fig. 7; Supplementary Fig. S8). Supplementary Table S3 has the raw data points for each figure.

How the deposited data were processed for this re-analysis (not part of the article)

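CD45+ liver cells of female mice were measured by 10x Genomics 5′ scRNA-seq in 4 libraries: untreated 2-month-old WT mice, and DEN-CDHFD–treated WT, miR-146a−/− and DKO mice, 1 library each. The conditions were taken from the sample labels and from the paper's methods and the legend of Fig. 7B. The number of mice behind each library is not stated in the paper's text. Mice of the treated groups were given DEN at 25 mg/kg on day 14 and were weaned on day 21. The paper gives their age at the endpoint as 35 weeks and the labels as 36 weeks, and the untreated mice were 2 months old by the paper and 8 weeks old by the labels.

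The authors aligned the reads with Cell Ranger to the mm10 (GRCm38) reference of 10x Genomics and deposited raw UMI counts per gene and cell, as whole numbers without normalization. The matrix headers name Cell Ranger 7.0.1 and the paper names 5.0.0. Whether intronic reads were counted is not stated in the paper's text. The matrices hold only droplets called as cells, over 32285 gene rows, and had not been filtered on features or on the mitochondrial share. They held 10985, 9120, 8393 and 10623 cells in the order of the groups above, 39121 in all. The median number of UMIs per kept cell was 6782, 8210, 7910 and 7558, and the median number of features 2539, 2826, 2789.5 and 2704.5.

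Cells with 600 to 6000 features and at most 5% mitochondrial UMIs were kept, as in the paper. In R 4.3.3 with Seurat 5.3.0, sctransform 0.4.2, Matrix 1.6.5 and irlba 2.3.5.1, each library was normalized by SCTransform (the first flavor of its model, Poisson fit, mitochondrial share regressed out). On 3000 integration features, 30 principal components were computed, and their embedding was integrated on anchors found by reciprocal PCA, since the paper's text names no anchor method. The nearest-neighbor graph used 11 components and Louvain clusters a resolution of 0.2 (random start 0), both as in the paper. The paper used Seurat 4.2.0 and named clusters with CIPR and ImmGen reference samples, which were not used here. Clusters were named by hand after clustering, with "-like" after the name, by comparing lists of marker genes with the 10 genes of largest fold over the other cells. A cluster whose leading genes fitted no single list, or whose UMI count was low, stayed unnamed.

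The CD8 PD-1 cluster was defined as follows. Of the 3 clusters with the highest pooled Pdcd1 level, and among those with more Cd8a than Cd4 UMIs, it was the one with the most cells. The Itgam-high cluster was the cluster of at least 50 cells with the highest pooled Itgam level. Shares of cells have exact (Clopper-Pearson) 95% binomial intervals, differences of shares have Newcombe's interval, and summed UMIs have exact 95% Poisson intervals. All cover counting error only. With 1 library per condition no replicate check and no test was possible, and no p-value, standard error or count of changed genes is given. For gated shares, each cell was thinned at random to 2000 UMIs, and shallower cells were left out. Log2 ratios between libraries within a cluster used summed UMIs with a prior of 0.5 counts.

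The genes named were fixed by rule. They were every gene the paper names, the markers that name a cluster, the 10 leading genes of a cluster where it is described, and for each comparison within a cluster the 5 largest rises and the 5 largest falls among genes with at least 50 CPM and 20 UMIs in 1 of the libraries compared, leaving out mitochondrial, ribosomal protein and antigen receptor or immunoglobulin variable segment genes. The rule, the marker lists, the definitions of the clusters and gates and the alternatives not said below to be added were set before the data were examined.

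Doublets were limited only by the upper limit on features, as in the paper. Scrublet (in scanpy 1.11.5) was run per library as an alternative, and its own thresholds (0.603 to 0.640) marked 1 of the 39121 cells, so its calls gave no usable alternative. Removing the 8% of cells with the highest scores was added in their place. The alternatives tried were a mitochondrial limit of 10%, a lower limit of 200 features, anchors by canonical correlation, no integration, 20 components, resolutions of 0.1, 0.4 and 0.8, random start 1, shares of T-cell or myeloid clusters only, no thinning or thinning to 1000 UMIs, 2 UMIs of Cd8a or Cd8b1, TMM factors from edgeR 4.0.16, the mean over cells, a prior of 5 counts and a minimum of 10 CPM. Clustering without Ccl5, clustering without the leading genes of both clusters, gating only inside T-cell clusters, and leaving the cluster led by Negr1 and Fcgr4 out of the T-cell clusters were added later. T-cell and myeloid clusters were those with a high Cd3e or Lyz2 level.

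For transcripts with a match to the miR-146a seed, 3′ UTRs and coordinates came from the GENCODE M21 annotation and the GRCm38 genome, and the median log2 ratio of genes with the site was placed among those of 10000 random lists matched on expression and 3′ UTR length. This step and the log2 ratios were tested on simulated Poisson counts. They were drawn from the pooled profile of the treated libraries in the CD8 PD-1 cluster, at the real library sizes. For miR-146a−/− over WT, 200 genes at 50 CPM or more were changed by large folds. All of them came out with the right sign (100%), with a median error of 0.05 on the log2 scale, and the 10 genes named were all changed ones. Such folds at this depth leave little room for another outcome. The simulated counts have no spread between cells, mice or libraries. They therefore test the computation and not how far the real ratios can be trusted. For DKO over WT, a list of the same genes shifted by 0.1 on the log2 scale over 7582 genes reached a percentile of 100, and an unshifted one 94.96. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for sums, gates and intervals, and matplotlib 3.10.9 for figures.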

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

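In this part, the tests of a fall in other cell types, of doublets in the patrolling-monocyte-like cluster and as the origin of the DKO rise, and of free Elane and Ngp RNA were chosen only after the result was seen, and the removal of the highest Scrublet scores was a setting added after the data were seen.

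The patrolling-monocyte-like cluster, which the paper's text does not discuss, made up 7.96% of kept cells in the miR-146a−/− library and 8.14% in the DKO library, above the 1.49% of the WT library. A fall in other cell types would raise every remaining share alike, but the classical-monocyte-like share of miR-146a−/− mice was 0.861 times that of WT mice. Drawing the clusters again without the highest 8% of Scrublet scores, the doublet test set first, gave a difference of 6.53 points, but the cluster then took in other cells and held 6.42% of the WT cells and 13.0% of the miR-146a−/− cells, so this does not test the same cells. With the clusters kept and only the cells of the highest scores left out, the shares were 1.56% and 7.93%, a difference of 6.37 points, which argues against doublets with high scores as the origin. Cluster borders were checked with the summed counts of Ace, Treml4, Eno3 and Cd300e over all kept cells, which need no clusters. They rose from 99.7 CPM in the WT library to 252 CPM in the miR-146a−/− library, 2.53 times as high, and to 343 CPM in the DKO library, 3.44 times as high. The share of the cluster in miR-146a−/− mice was 5.35 times that in WT mice, so the sums show a rise but not one of that size. Cd300e, also a leading gene of the cluster led by Negr1 and Fcgr4, rose most, from 5.36 CPM in WT to 38.3 and 74.6 CPM. In the same order Ace had 33.3, 76.1 and 89.8 CPM, Treml4 27.7, 61.7 and 80.7 CPM, and Eno3 33.4, 76.3 and 97.6 CPM. A difference between library preparations cannot be told apart from the genotype, since there is 1 library per condition. The loss of miR-146a, which both libraries share, may raise the number of these cells, a hypothesis that these data alone leave untested.

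The cluster led by Negr1 and Fcgr4, also not discussed in the paper's text, held 13.4% of the kept cells of the DKO library, above the 5.07% of the WT library and the 5.84% of the miR-146a−/− library. Of its cells, 53.8% carried both T-cell and macrophage UMIs, against 44.0% of the classical-monocyte-like and 18.7% of the CD8 PD-1 effector-like cells. The mixed cells of the cluster led by Negr1 and Fcgr4 had a median of 9312 UMIs, above the 4200.5 UMIs of cells with macrophage UMIs alone and the 5178 UMIs of cells with T-cell UMIs alone. Deeper cells show both kinds of UMI more often, so these medians cannot decide on doublets. Mixed cells were also deeper in the classical-monocyte-like cluster (20316.5 against 15672 UMIs for macrophage UMIs alone). Of the cells of the cluster led by Negr1 and Fcgr4, 17.0% had a Scrublet score among the highest 8%. Doublets of a T cell and a macrophage are therefore a candidate explanation of the T-cell UMIs. They are not one for the whole rise in the DKO library, because the cells of the cluster without both kinds of UMI made up 7.92% of the DKO library (7.39% to 8.47%), against 1.16% of the WT library (0.945% to 1.42%) and 2.06% of the miR-146a−/− library (1.75% to 2.40%). With 54.4% of the cluster from the DKO library and 1 library per condition, a difference between library preparations cannot be told apart from an effect of the genotype.

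Genes of granulocytes such as S100a8 and Ngp, which the paper's text does not name, rose in the miR-146a−/− library. By flow cytometry the paper reports more CD11b+GR1+MHC-II−CD11c− cells in miR-146a−/− livers, and it names PMN-MDSCs as a subtype of MDSCs. Whether the cells described here are the ones in that gate was not tested. Over all kept cells S100a8 stood at 1260 CPM in it, against 37.0 CPM in the WT library, 51.7 CPM in the 2-month-old WT library and 906 CPM in the DKO library. Ngp stood at 439 CPM, against 3.53, 4.35 and 298 CPM. In the miR-146a−/− library the Itgam-high cluster held 80.4% of the S100a8 UMIs and 83.4% of the Ngp UMIs. Free neutrophil RNA in droplets of monocytes would leave the monocyte genes of this cluster in place, but Csf1r was at 0.401 times its level in the classical-monocyte-like cluster, the lower of the monocyte-like clusters. For doublets the scores point both ways. Without the highest 8% of Scrublet scores, 93.1% of the cluster's cells remained, but its median score (0.0786) was the highest of the 16 clusters, so doublets of a neutrophil and another cell cannot be told apart from single neutrophils by these scores. Ngp was found in 1.45% of the cells outside the cluster in the miR-146a−/− library and in 73 of the 82 cells inside it. This argues against free RNA as the source of Ngp in the cluster. S100a8 was found in 7.26% and Prtn3 in 4.62% of the outside cells of this library, against 0.722% and 0.445% in the WT library. Some free RNA of these 2 genes is therefore not excluded. For Elane, the test set first asked whether cells outside the cluster lack it, and it came out the other way, with Elane UMIs in 1.14% of the outside cells and in 1 of the 82 inside. The later test showed that this 1 cell held 997 of the 1137 Elane UMIs (87.7%), so that free RNA does not explain the sum, and the rise of Elane rests on 1 cell. The data are consistent with granulocytes, with precursors among them, being more frequent in these miR-146a−/− and DKO samples. How many mice were pooled, and how much blood was left in each liver, stay open as sources of the rise.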

How the results depend on the processing

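The settings chosen only after the results were seen were removal of the cells with the highest 8% of Scrublet scores, clustering without Ccl5, clustering without the leading genes of both clusters, gating only inside T-cell clusters, leaving the cluster led by Negr1 and Fcgr4 out of the T-cell clusters, and Ccl5 over all kept cells, and the shares of PD-1+ CD8 T cells among all cells and of the patrolling-monocyte-like cluster were results added at that point. Differences are in percentage points, miR-146a−/− minus WT first and DKO minus miR-146a−/− second, and the cause of a change was not tested unless it is given.

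The CD8 PD-1 cluster kept the direction of both differences under every alternative run. With anchors by canonical correlation (7.17 and -8.86), no integration (7.58 and -8.69), resolution 0.4 (7.35 and -8.90), resolution 0.8 (5.35 and -7.77), clustering without Ccl5 (7.04 and -8.26), clustering without the leading genes of both clusters (6.82 and -8.38) shares of T-cell clusters only (13.0 and -16.3) and the same without the cluster led by Negr1 and Fcgr4 (14.7 and -6.83), the size moved beyond its interval. A share of T-cell clusters has a smaller denominator, and the planned set of them, chosen by Cd3e, includes the cluster led by Negr1 and Fcgr4, whose 1318 DKO cells widen the DKO difference. The other alternatives gave 9.03 to 10.4 and -10.5 to -9.80.

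The Itgam-high cluster share changed sign with anchors by canonical correlation (-1.94 and 0.758). The construction shows why. The cells that form the cluster in the main setting merged there with other cells (195 of the 203 lay in a cluster of 4044 cells with Itgam at 158 CPM), and the rule then picked a cluster of 3029 cells with Itgam at 190 CPM that held 0 of them and had S100a8 at 1.58 CPM. As a share of myeloid clusters the differences were 3.65 and -1.85, over a smaller denominator. The other alternatives kept 88.7% to 100% of the cells. The decrease in DKO mice (-0.287) lies close to its counting error: its interval includes 0 with no integration (-0.197), with 20 components (-0.160), with the highest 8% of Scrublet scores removed (-0.239) and without the leading genes of both clusters (-0.253).

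The PD-1+ share of CD8 T cells differed between miR-146a−/− and WT mice by 2.57 without thinning and by -4.75 with 2 UMIs of Cd8a or Cd8b1, so dropping the thinning changes its sign, while every thinned alternative stays negative. Inside T-cell clusters the share differed by -3.14 (-6.00 to -0.271), and by -3.29 (-6.29 to -0.294) without the cluster led by Negr1 and Fcgr4, with intervals that exclude 0. It differed between DKO and miR-146a−/− mice by -3.69 to -1.72 under all alternatives run, with intervals that include 0 for 2 UMIs and inside T-cell clusters (with or without the cluster led by Negr1 and Fcgr4). The CD8 T-cell share of all cells moved to 1.94 for miR-146a−/− minus WT with 2 UMIs, to 3.47 inside T-cell clusters and to 4.06 inside those without the cluster led by Negr1 and Fcgr4, and to -7.63 for DKO minus miR-146a−/− with 1000 UMIs. The PD-1+ CD8 T-cell share of all cells moved to 0.598 inside T-cell clusters and to 0.927 inside those without the cluster led by Negr1 and Fcgr4 for miR-146a−/− minus WT, and for DKO minus miR-146a−/− to -6.62 without thinning and -2.82 with 1000 UMIs, where fewer cells keep a Pdcd1 UMI.

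The log2 ratio of Ccl5 in the CD8 PD-1 cluster was -0.18 with TMM factors, -0.17 as a mean over cells, -0.22 without integration, -0.19 with the highest 8% of Scrublet scores removed, -0.20 clustered without Ccl5, -0.0201 in gated CD8 T cells with a Pdcd1 UMI and -0.00557 over all kept cells. It changed sign in all gated CD8 T cells (0.0619). The main interval (-0.16 to -0.15) covers counting error only and is narrow, so that small changes fall outside it. Of the 40 genes named by the size rule, 39 were the same with a prior of 5 counts and 19 with a minimum of 10 CPM, which admits genes of lower counts.

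The patrolling-monocyte-like share stayed above that of WT mice in miR-146a−/− mice under all alternatives run (6.30 to 9.03). Its difference between DKO and miR-146a−/− mice ranged from -0.390 to 8.47. The cluster took in other cells in some settings, and with anchors by canonical correlation it held 22.7% of the DKO cells. Scrublet's own calls, planned as an alternative, marked 1 cell and gave no value to compare. No paired analysis was possible because each condition has 1 library and its result comes from no test. The 22 cells of the Itgam-high cluster in WT mice limit what can be said of genes inside it.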

Differences from the paper's values

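None of the comparisons in this part was chosen only after the result was seen. The number of clusters and the shares of both clusters that the paper shows in Fig. 7B lay within the limits set for a difference. The paper identifies the myeloid population that rose in miR-146a−/− mice, with the highest Itgam level of its monocyte clusters, as monocytes. Here the cluster with the highest Itgam level was led by neutrophil genes. All 12 neutrophil markers were higher in it than in other cells, with S100a9 at 76304 CPM and Ly6g at 561 CPM, while Ccr2 was at 21.9 CPM and F13a1 at 7.86 CPM. Under each alternative set before the data were examined except integration by canonical correlation, the cluster with the highest Itgam level held at least 88.7% of the same cells. Names were rebuilt here from marker genes and not from the reference samples the paper used. Although the shares lay close to those of Fig. 7B, it is not certain that this cluster is the one the paper describes.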

Other observations

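In this part, the tests of the gates inside T-cell clusters, of the Pdcd1 level, of the seed matches, of the low-UMI cluster and of the haemoglobin genes were chosen only after the result was seen, as was clustering without Ccl5.

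The smaller CD8 PD-1 cluster of the DKO library was weighed against its missing Ccl5 counts and its depth. Clustered without Ccl5, the DKO share still lay -8.26 points from the miR-146a−/− share, so Ccl5 counts moving cells between clusters do not account for it. After thinning to 2000 UMIs, the share of PD-1+ cells among gated CD8 T cells differed by -3.53 points between DKO and miR-146a−/− mice and by -1.86 points between miR-146a−/− and WT mice, the latter with an interval that includes 0. A difference in depth cannot be told apart from the genotype by that test in either comparison, because the PD-1+ share does not measure the number of cells. At that equal depth, PD-1+ CD8 T cells as a share of all cells differed by -4.75 points between DKO and miR-146a−/− mice (-5.76 to -3.75), and by -4.68 points (-5.63 to -3.73) inside T-cell clusters without the cluster led by Negr1 and Fcgr4, but the clusters were not redrawn at equal depth. The CD8 gate has a background of its own, since 5.80% of the B-cell-like cells of miR-146a−/− mice and 2.04% of those of DKO mice passed it, and how far this background enters the gated shares was not measured. A difference between the animals stays open and was not tested.

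The CD8 PD-1 cluster was larger in the miR-146a−/− library than in the WT library, and the share of cells gated as PD-1+ CD8 T cells was not. With gates only inside T-cell clusters, and without the cluster led by Negr1 and Fcgr4, the gated shares differed by 0.927 points (-0.126 to 1.98). T-cell RNA in cells of other types of the WT library, as a cause of this, cannot be told apart from chance by that value. Within the cluster, the Pdcd1 level was lower in the miR-146a−/− library, with a log2 ratio of -0.35, which is consistent with a lower PD-1 transcript level per cell hiding part of the rise from the gate. Gated CD8 T cells inside the same clusters made up 4.06 points more of the miR-146a−/− library than of the WT library.

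The paper reports higher Ccl5 without miR-146a by qRT-PCR in livers of DEN-CDHFD–treated mice and in CD8 T cells sorted from spleens. It also reports this for CCL5 by flow cytometry of CD8 T cells. Its qRT-PCR in liver immune cells (Fig. 6A) served to verify the Ccl5 deletion. Over all kept cells, the libraries did not show this rise. Ccl5 had 12544 CPM in WT mice and 12496 CPM in miR-146a−/− mice, a log2 ratio of -0.00557. In the CD8 PD-1 cluster the log2 ratio was -0.16, and over all gated CD8 T cells it was 0.0619. Without replicate libraries, these RNA counts cannot decide against the paper's results.

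The DKO library still held 6324 Ccl5 UMIs. Free RNA or barcodes misread from other libraries, as the only source, would give every cell type about the same level, but the CD8 PD-1 cluster (209 CPM) stood 8.91 times as high as the B-cell-like cluster (23.5 CPM). Cells whose barcode also occurs in another library had 0.681 Ccl5 UMIs each and the others 0.641. A transcript left by the deleted allele is a candidate explanation, as the level in the CD8 PD-1 cluster was 0.526% of that in miR-146a−/− mice. Over the clusters this percentage ran from 0.359% to 16.7%, and it was highest in the cDC1-like cluster, which had the lowest level in miR-146a−/− mice (66.1 CPM), so that some free RNA may add to it. Of the DKO cells of the CD8 PD-1 cluster, 52.1% had a Ccl5 UMI, against 11.6% of the B-cell-like cells, at medians of 5658 and 7115 UMIs. In 3 cells with at least 20 UMIs each lay 589 of the UMIs, and without them the levels were 163 and 16.5 CPM.

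Genes close to Ccl5 on chromosome 11 were looked at for DNA of the donor strain kept around the deleted allele. Of the 100 genes with the largest DKO over miR-146a−/− ratios in the CD8 PD-1 cluster, in either direction, 7 (2.86% to 13.9%) lay within 10 Mb of Ccl5, against 1.43% of the 3285 genes considered. They were Sept4, Rnf43, Vmp1, Cltc, Msi2, Ccl3 and Tex14. In the comparison of miR-146a−/− with WT mice, which share an intact Ccl5 gene, 2 of the 100 lay there (Sept4 and Rflnb). Between WT and 2-month-old WT mice, 3 of the 100 did (Ccl3, Ccl4 and Vmp1). Sept4, Ccl3 and Vmp1 thus also ranked high where the Ccl5 gene does not differ. Donor-strain DNA kept around the deleted allele may account for some of the other differences of this region between DKO and miR-146a−/− mice. Around Mir146 (chromosome 11, 43374397 to 43374461), 2 of the 100 genes with the largest miR-146a−/− over WT ratios lay within 10 Mb, against 0.958% of genes, and with so few genes donor DNA cannot be told apart from chance.

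Transcripts with the 8-base miR-146a site AGTTCTCA in the 3′ UTR were examined for a rise without miR-146a. In the CD8 PD-1 cluster, the median log2 ratio of the 358 genes with the site was 0.02 for miR-146a−/− over WT, at percentile 16.1 of 10000 matched random lists. In the classical-monocyte-like cluster, the median of 364 genes was -0.05, at percentile 55.6. For DKO over WT the percentiles were 38.6 and 26.7. For miR-146a−/− over WT, the medians of the middle 95% of the random lists ran from 0.01 to 0.05 in the CD8 PD-1 cluster and from -0.08 to -0.01 in the classical-monocyte-like cluster, so that a shift of 0.1 on the log2 scale was not seen in either. Such a shift reached percentile 100 in simulated data for DKO over WT in the CD8 PD-1 cluster, where an unshifted list already reached 94.96. The classical-monocyte-like cluster was not simulated. The percentiles alone say little about miR-146a, because for DKO over miR-146a−/−, where both genotypes lack it, the 8-base site reached 99.4 in the CD8 PD-1 cluster and 96.4 in NK-cell-like cells. The 7-base site reached percentile 98.6 for DKO over WT in the CD8 PD-1 cluster, but also 99.7 for DKO over miR-146a−/−. In the patrolling-monocyte-like cluster the 7-base site reached percentile 98.3 for miR-146a−/− over WT, with a median log2 ratio of 0.04, but 73.0 for DKO over WT, and the 8-base site 63.3. The 8-base site for miR-146a−/− over WT was at percentile 48.9 in B-cell-like and 26.3 in NK-cell-like cells. The 3′ UTR of Ccl5 (199 bases) holds 0 of these sites, that of Traf6 holds 4 and that of Irak1 holds 2.

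The low-UMI cluster had the highest Tox level (1470 CPM). Its cells had a median of 1929 UMIs, and ribosomal protein transcripts made up 6.32% of its UMIs and Malat1 1.88%, against 18.9% and 0.516% in the CD8 PD-1 cluster. These values are consistent with droplets holding nuclei or broken cells. Its share fell from 12.9% of kept cells in the 2-month-old WT library to 8.69% in the WT, 4.60% in the miR-146a−/− and 4.06% in the DKO library.

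Within the CD8 PD-1 cluster, the largest rises from WT to miR-146a−/− mice were those of the haemoglobin genes Hbb-bt (log2 ratio 7.28), Hbb-bs (5.60), Hba-a2 (2.56) and Hba-a1 (2.46), followed by Cd244a (1.58). Free RNA of red blood cells would be spread over many droplets, but 10 cells held 99.8% of the cluster's Hbb-bs UMIs in the miR-146a−/− library. The largest falls were those of Coch (-2.87, from 329.7 to 45.2 CPM), Ifi208 (-2.58), Ier5l (-2.51), Spp1 (-2.49) and Slc15a2 (-2.44). From miR-146a−/− to DKO mice, Camk2b (1.83), Tcrg-C4 (1.26), Gm43305 (1.20), Rnf43 (0.94) and Tcrg-C2 (0.90) rose most, and Ccl5 (-7.57), Tnfrsf9 (-1.53), Car2 (-1.43), Srbd1 (-1.36) and Gzma (-1.20) fell most. The rules gave 3343 and 3288 genes to choose from, with medians of -0.02 and 0.02.

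In the Itgam-high cluster, the largest falls from WT to miR-146a−/− mice were those of Cxcl10 (41 against 0 UMIs), Gm49980 (22 against 5), Ccl4 (349 against 99), Clec4n (57 against 16) and Atf3 (70 against 31), at 113263 and 1158268 UMIs in all. From miR-146a−/− to DKO mice, Gm42031 (log2 ratio 3.11), Atf3 (2.43), C1qb (2.41), Cd36 (2.11) and Bcl2a1a (2.02) rose most. Mpo (609 against 0 UMIs), Elane (997 against 1), Prtn3 (769 against 1), Ccl5 (2575 against 10) and Gzma (244 against 4) fell most. In miR-146a−/− mice the UMIs of Mpo and of Elane each lay in 1 cell of the cluster, as did 765 of the 769 of Prtn3. The falls of these genes therefore rest on single cells. The median over all genes considered was -0.17 for miR-146a−/− over WT and 0.05 for DKO over miR-146a−/−. Arg1 had 0 UMIs in the cluster over the 4 libraries.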
